# Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitors

**DOI:** 10.7554/eLife.52648

**Published:** 2020-04-27

**Authors:** Anneke Dixie Kakebeen, Alexander Daniel Chitsazan, Madison Corinne Williams, Lauren M Saunders, Andrea Elizabeth Wills

**Keywords:** regeneration, neural progenitor cells, ATAC-Seq, scRNA-Seq, *Xenopus tropicalis*, spinal cord, *Xenopus*

## Abstract

Vertebrate appendage regeneration requires precisely coordinated remodeling of the transcriptional landscape to enable the growth and differentiation of new tissue, a process executed over multiple days and across dozens of cell types. The heterogeneity of tissues and temporally-sensitive fate decisions involved has made it difficult to articulate the gene regulatory programs enabling regeneration of individual cell types. To better understand how a regenerative program is fulfilled by neural progenitor cells (NPCs) of the spinal cord, we analyzed *pax6*-expressing NPCs isolated from regenerating *Xenopus tropicalis* tails. By intersecting chromatin accessibility data with single-cell transcriptomics, we find that NPCs place an early priority on neuronal differentiation. Late in regeneration, the priority returns to proliferation. Our analyses identify Pbx3 and Meis1 as critical regulators of tail regeneration and axon organization. Overall, we use transcriptional regulatory dynamics to present a new model for cell fate decisions and their regulators in NPCs during regeneration.

## Introduction

In contrast to mammals, *Xenopus* tadpoles are able to undergo scarless healing and full regeneration of the limb, spinal cord, or tail after injury (Beck et al., 2009; Kakebeen and Wills, 2019; Lee-Liu et al., 2017; Tseng and Levin, 2008). While lifelong regenerative healing is a characteristic shared by many amphibians and fish, the regenerative capacity of *Xenopus* declines during metamorphosis, and is lost in the adult (Filoni and Bosco, 1981; Mitogawa et al., 2015; Suzuki et al., 2006). *Xenopus* therefore represents an especially useful model for understanding the cell-intrinsic and –extrinsic properties governing regeneration.

In *Xenopus* as in other regenerative animals, the event of a major injury triggers a rapid transcriptional remodeling of the injured tissue. It is now well-established that some aspects of this remodeling recapitulate developmental signaling events. In particular, developmental signaling pathways such as Wnt, FGF, BMP, TGF**-ß,** Notch and Shh are upregulated, and are required for full regeneration of the limb, tail, and spinal cord (Beck et al., 2003; Ho and Whitman, 2008; Slack et al., 2008; Taniguchi et al., 2014). Genome-wide transcriptomic studies have confirmed that numerous genes associated with embryonic development are re-expressed during regeneration (Chang et al., 2017; Lee-Liu et al., 2014; Love et al., 2011). However, these studies have been carried out on bulk regenerating tissue, making it difficult to identify what signals or factors are required to promote regeneration in specific cell types. Recently, single-cell transcriptomic analysis (scRNA-Seq) of both the regenerating *Xenopus laevis* tail and the regenerating axolotl limb have begun to identify the transcriptional signatures associated with distinct cell types (Aztekin et al., 2019; Gerber et al., 2018; Pelzer et al., 2020). These studies also highlighted intriguing distinctions between the models. The regenerating axolotl limb shows a transcriptional convergence between all connective tissue cell types, associated with the formation of the undifferentiated limb blastema (Gerber et al., 2018), while in the *Xenopus* tail, cell type identities are kept clearly intact as regeneration progresses (Aztekin et al., 2019). While these studies substantially advance our atlas of the genes expressed by different cell types in regeneration, they do not identify the transcription factors that interpret and respond to injury cues, nor the transcriptional regulatory elements that trigger changes in expression profiles.

To address these gaps, we sought to articulate the gene regulatory network and transcriptional dynamics associated with regeneration by specifically targeting NPCs, a critical cell type for regeneration. NPCs represent the focus of some therapeutic efforts to restore human motor function following spinal cord injury in regenerative medicine (Khazaei et al., 2019; Levi et al., 2018; Shin et al., 2015) and much effort has been applied to defining the in vivo and in vitro programs that guide their cell fate decisions in the developing spinal cord as well as in culture. During development, neural stem cells give rise to distinct domains of lineage-restricted progenitor cells defined by their expression of specific transcription factors across the dorsal ventral axis (Alaynick et al., 2011; Lai et al., 2016). The decision to exit the cell cycle and undergo terminal neuronal differentiation is directed by extrinsic cues, particularly repression of Notch signaling, which is highly conserved across vertebrates (Lara-Ramirez et al., 2019). Following amputation, the spinal cord first begins to repair by closing the open end to form the tube-like neural ampulla, a structure formed by ependymal cells. Progenitor cells then contribute to both growth and new differentiation as the newly regenerated spinal cord elongates (Beck et al., 2009; Gaete et al., 2012; Stefanelli, 1951). Therefore, neural progenitors must balance their decisions between proliferating to repopulate lost tissue and differentiating to mature neurons. The global transcriptional dynamics that govern these decisions, including the transcription factors required and their target sites across the genome, remain poorly defined.

To identify gene regulatory dynamics in neural progenitors during regeneration, we analyzed the transcription and chromatin accessibility profiles of neural progenitors purified from *pax6:GFP* transgenic *Xenopus tropicalis* tails over a regenerative timecourse. Using both ATAC-Seq and scRNA-Seq, we show that by 24 hr post amputation (hpa), *pax6*+ neural progenitors place a high priority on differentiation to motor and interneuron subtypes, and only later at 72hpa do they accessibilize genes associated with proliferation and self-renewal. By intersecting transcriptional and chromatin accessibility data, we identified candidate transcriptional regulators associated with both early and later changes in this neural progenitor gene expression profile. Further analysis of two of these, Pbx3 and Meis1, revealed similar loss-of-function phenotypes, including reduced tail regeneration and disorganization of regenerated neural tissues. Taken together, we present an integrated transcriptional regulatory analysis of regeneration in *pax6*-expressing NPCs that highlights both parallels and distinctions relative to embryonic development, and present novel candidates regulating regeneration in this critical cell type.

## Results

### Transgenic *pax6*:*GFP* is expressed in NPCs during regeneration

We selected the *Xtr.Tg(pax6:GFP;cryga:RFP;actc1:RFP)* transgenic line (hereafter abbreviated *pax6:GFP)* to track NPCs over the course of regeneration (Hartley et al., 2001; Hirsch et al., 2002; Horb et al., 2019; 31,88). *Pax6* is a highly conserved paired box transcription factor essential for central nervous system development (Bel-Vialar et al., 2007; Osumi et al., 2008; Walther and Gruss, 1991). Because the expression pattern of this line has primarily been characterized earlier in development, we first wanted to confirm that GFP was found in a pattern consistent with *pax6* expression and NPC distribution (Ericson et al., 1997; Hartley et al., 2001). To do so, we imaged whole mount tadpoles to identify where the *pax6:GFP+* cells were localized anteroposteriorly in a stage 41 tadpole, finding that *pax6* is expressed in the forebrain, hindbrain, eye, and spinal cord (Figure 1A). In lateral confocal images of whole-mount transgenic tails, we found that the GFP expression domain spanned the same dorsal ventral domain as the spinal cord (Figure 1B). Transverse sections of a stage 41 tadpole also revealed a broad dorsoventral *pax6*+ domain surrounding the central canal of the spinal cord (Figure 1C). GFP expression in transgenic tadpoles included much of the same domain as the NSC marker Sox2 (Figure 1D). Notably, both nuclear Sox2 and cytoplasmic GFP driven by *pax6* are localized medially around the central canal, while markers associated with differentiated neurons such as Dcx and neurofilament are largely found in the spinal cord periphery (Figure 1E,F). Thus we concluded that we could use GFP expression to capture a large proportion of NPCs and thereby interrogate their population-level regulatory dynamics, although we can’t conclusively rule out the possibility that some NSCs are excluded from this domain, or that some differentiated neurons may be included in GFP-expressing cells.

**Figure 1.**
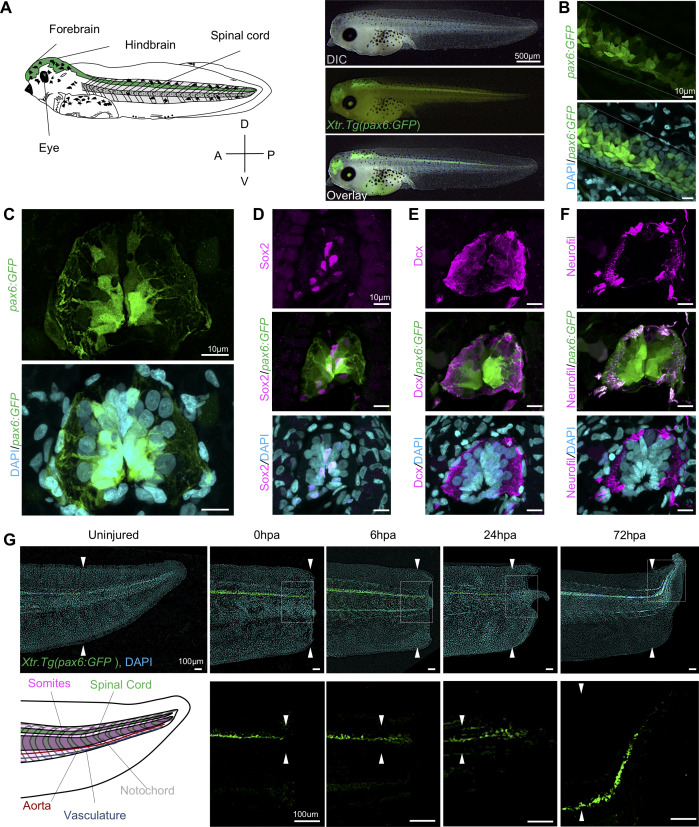
Expression dynamics of pax6:GFP in the regenerating spinal cord. (**A**) Left, cartoon depiction of a NF stage 41 tadpoles with known *pax6*+ domains colored green. Right, Stage 41, transgenic tadpole expressing GFP under the control of *pax6* promoter tadpole. For all images in this figure, the green channel represents *pax6* reporter GFP fluorescence and the cyan channel represents DAPI staining. (**B**) Confocal image of a lateral view of a whole-mount transgenic stage 41 tadpole. (**C–F**) Transverse cryosections through the posterior spinal cord of a transgenic stage 41 tadpole. (**D–F**) Immunofluorescence images of the spinal cord sections stained with (**D**) anti-Sox2, (**E**) anti-Dcx, and (**F**) anti-neurofilament. (**G**) Regeneration timecourse of Xtr.Tg(*pax6:GFP*) tadpole over the first 72 hr following tail amputation. The white box in the top photos correspond with enlarged green channel below. White arrows indicate amputation plane.

**Figure 1—figure supplement 1.**
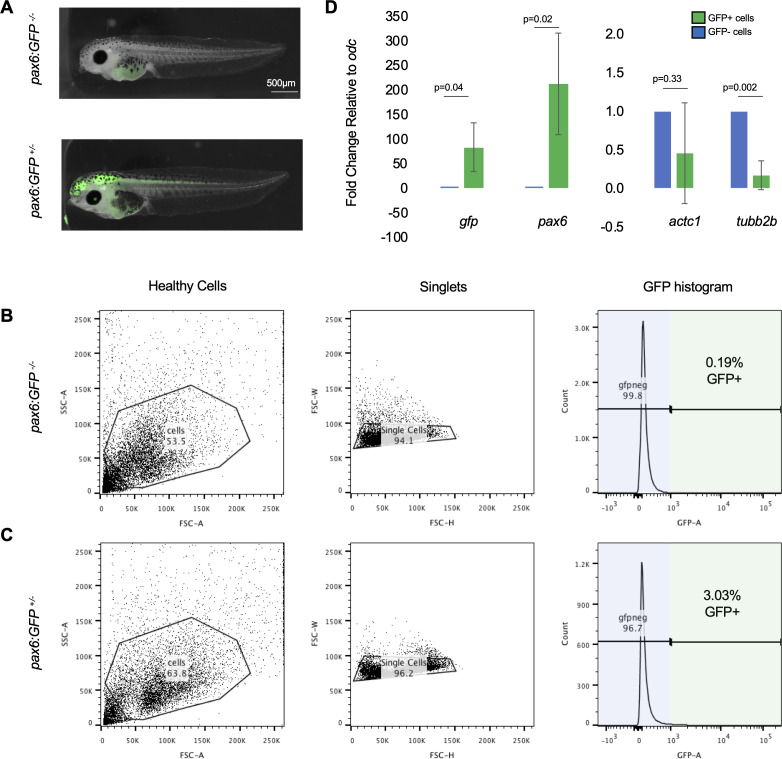
FACS gating was set using wild-type tadpoles to avoid false-positive GFP+ cells. (**A**) Representative images of stage 41 (top) wild-type tadpoles and (bottom) Xtr.Tg(*pax6:GFP*) tadpoles. (**B**) Representative gating for wild-type tadpoles. Gates were drawn to exclude all cells in the wild-type sample from being part of GFP signal. This gate setting was used to exclude autofluorescence from yolk in tadpole cells. The same gates from (**B**) were applied in (**C**) to collect *pax6:GFP*+ tadpole cells. Cells that fall within the gate represent true GFP+ signal. (**D**) qRT-PCR on GFP+ and GFP- cells from uninjured tails. *GFP* was used as a positive control, *pax6* was used to assay for NPC marker, *actc1* was used as a non-neural marker, and *tubb2b* was used as a differentiated neural marker.

To better understand when NPCs enter the regenerating spinal cord, we amputated *pax6:GFP* transgenic tadpoles and followed reentry of GFP+ cells into the regenerating spinal cord tissue. Transgenic tadpoles were collected at 0 hr post amputation (0hpa), 6hpa, 24hpa, and 72hpa and imaged for reporter GFP fluorescence. We found that *pax6:GFP+* cells can be clearly identified in the regenerating tail as early as 6hpa (Figure 1G). By 24hpa, the GFP+ cells are found in the bulb of the neural ampulla (Beck et al., 2009; Stefanelli, 1951). By 72hpa, GFP+ cells are present all along the anteroposterior axis of the regenerated spinal cord. From these experiments, we concluded that *pax6:GFP*+ cells are appropriately localized as they repopulate the regenerated spinal cord.

### The chromatin accessibility profile of FACS-sorted NPCs is highly enriched for neural-specific regulatory regions

We set out to identify the chromatin accessibility signature of NPCs over a regeneration timecourse using ATAC-Seq (Buenrostro et al., 2013). To perform this cell-type specific genomic analysis of regeneration in neural progenitors, we optimized a method to isolate *pax6:GFP+* fluorescent cells from transgenic tadpoles by flow cytometry (Figure 1—figure supplement 1) (see Materials and methods for details). 

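ATAC-Seq libraries, in which a transposase places sequencing adapters in open chromatin, were made from cells of tadpole tails (all labelled with the same transgenic line), either from all cells of the tail (all-tissue) or from GFP+ sorted cells (pax6). The authors trimmed the reads with Trim Galore, aligned them to version 9.0 of the Xenopus tropicalis genome with Bowtie2, removed duplicates, called peaks on the merged alignments with MACS2 and counted fragments per peak with featureCounts. These counts, raw and without normalization, cover 124349 peaks, each a 400 bp window around a summit, in 31 libraries. Of these, 29 libraries with a plotted number of peaks in Figure 2—figure supplement 1C were used, and pax6 0hpa replicate 1 and pax6 uninjured replicate 3, which held 11 and 143 counts in all peaks together, were left out. All-tissue uninjured replicate 1 and all-tissue 72hpa replicate 2 each have a second library, and their counts were summed with the first, which gave 27 samples (13 pax6 and 14 all-tissue). The sample label of the second 72hpa library names replicate 1, and it was placed with replicate 2 because Figure 2B does so.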

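Total counts per all-tissue sample ranged from 5001312 to 8842823 in uninjured tails (n = 3, median 7512063), from 5966734 to 7948769 at 6hpa (n = 3, median 6734253), from 4401013 to 6903814 at 24hpa (n = 3, median 6016925) and from 7479173 to 12902654 at 72hpa (n = 3, median 7618556). They were 5466074 and 9136849 in the 2 samples at 0hpa. In the pax6 samples they were 4003833 and 10201107 in uninjured tails (n = 2), 3069659 and 12130125 at 0hpa (n = 2). Later they ranged from 4817369 to 5962615 at 6hpa (n = 3, median 5555133), from 6291807 to 8755636 at 24hpa (n = 3, median 6636214) and from 5131459 to 7054316 at 72hpa (n = 3, median 5840622). Counts were normalized by the TMM method of edgeR, peaks with at least 1 CPM in at least 2 samples were kept, and differences were tested with edgeR's quasi-likelihood F test at a Benjamini-Hochberg adjusted p under 0.05. The filter kept 124342 peaks for comparisons between pax6 and all-tissue samples and 124338 for comparisons among pax6 samples. The threshold moved the number of called peaks the most among the choices tried. The fold changes and p-values of the authors' deposited comparisons were rebuilt from the counts to within 1e-09 on the log2 scale, and rest on 23 libraries, 9 pax6 and 14 all-tissue, with each second library taken as a sample of its own. Those comparisons do not use pax6 uninjured replicate 2, pax6 0hpa replicate 2, pax6 6hpa replicate 3, pax6 72hpa replicate 3, the first library of all-tissue uninjured replicate 1 or all-tissue 0hpa replicate 1, which are part of the 27 samples. Values are therefore given for the paper's 23 libraries and then for the 27 samples, which add these 6 libraries. Among the 23, both libraries of all-tissue 72hpa replicate 2 count as independent samples in every test, permutation tests included.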

The posterior third of stage 41 tadpole tails were amputated and ATAC-Seq libraries were made from amputated tail tips (uninjured) or the newly regenerated tissue at 0hpa, 6hpa, 24hpa, or 72hpa (Figure 2A). The timepoints were collected in two conditions. The first, ‘all-tissue’ libraries refer to libraries made from total tail tissue, which includes all of the cell types in the tail. The second, ‘*pax6’* refers to libraries made from GFP+ sorted cells (Figure 2A). Each library was prepared from between 1200 and 4000 cells, either with no GFP gate applied and therefore containing all cell types (‘all tissue’) or with a GFP gate applied as in Figure 1—figure supplement 1C (‘*pax6*’). 

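Supplementary file 1a gives a number of cells for 30 libraries, and by the paper's values 23 of them were made from 1200 to 4000 cells, 3 from fewer and 4 from more. The paper's lowest value is 307 cells, for pax6 72hpa replicate 3, which also had the most extra PCR cycles in that list (10), and the next lowest is 766 cells, for all-tissue uninjured replicate 1. In the counts, pax6 72hpa replicate 3 held 5131459 fragments in peaks and had none in 174 of the 124349 peaks, against 4 to 38 empty peaks in the other libraries of the 27 samples. The Pearson correlation between log10 of the cell number and a sample's median correlation with the other samples was 0.475 (permutation test, two-sided, p = 0.0230, n = 25 samples with a listed cell number), with a Spearman rho of 0.171 (p = 0.410). Without the 2 samples with the most extreme cell numbers, r was 0.142, so the relation rests on those samples. Total counts of the same samples followed that median correlation more closely, with r = 0.578 and a Spearman rho of 0.725 (permutation tests, two-sided, p = 0.0036 and 6e-05). Without the 2 samples with the most extreme total counts, r was 0.531. Supplementary file 1a names 1 all-tissue 6hpa library on 2 lines and another on none, and its cell numbers for the 3 all-tissue 24hpa libraries repeat those of 6hpa. The tally counts these values in both places, and the correlation uses the 24hpa values and leaves out the 2 lines of the same name.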

Sample preparation details for each library are detailed in Supplementary file 1a. Quantitative RT-PCR of sorted GFP+ cells confirmed highly elevated expression of *gfp* and *pax6*, with low levels of neuronal-specific *tubb2b* or *cardiac actin*, confirming the identity of these cells with low levels of contamination (Figure 1—figure supplement 1D). Libraries for each timepoint and condition were made in triplicate, multiplexed and sequenced on the Illumina Next-Seq platform (see Materials and methods for details). Read alignment and peak calling was performed using an inhouse pipeline detailed in Materials and methods; library QC metrics are reported in Supplementary file 1b and Figure 2—figure supplement 1. Sequenced libraries were selected for analysis if they met minimum ENCODE standards for ATAC-Seq libraries (www.encodeproject.org/atac-seq).

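The libraries left out of the paper's comparisons were set beside those it kept. The number of fragments counted in peaks was 7.10% ± 0.47 of the number of aligned reads that Supplementary file 1b lists for 13 pax6 libraries and 7.61% ± 0.43 (SD) for 15 all-tissue libraries. A fragment is a pair of reads and the list is given in reads. These values are therefore lower than the part of the reads in peaks, and serve only to compare the libraries. Of the 6 libraries with counts that the paper's comparisons do not use, 2 held the fewest fragments of all libraries with usable counts, 3052810 in the first library of all-tissue uninjured replicate 1 and 3069659 in pax6 0hpa replicate 2. Next came pax6 uninjured replicate 2 with 4003833, also below the 4401013 to 12130125 of the libraries kept, while pax6 6hpa replicate 3 (4817369), pax6 72hpa replicate 3 (5131459) and all-tissue 0hpa replicate 1 (5466074) lay within that range.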

**Figure 2.**
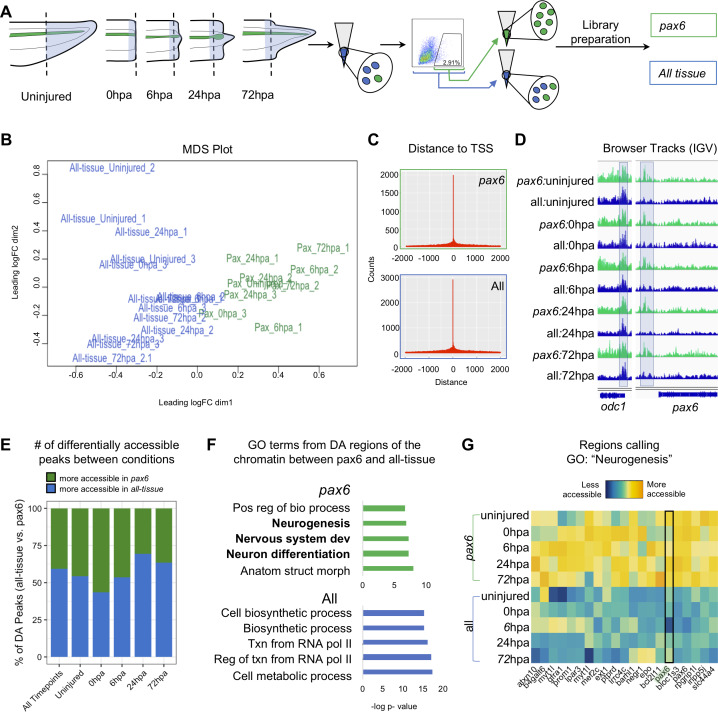
Pax6 ATAC-Seq libraries resolve accessible neural specific regions that were not identified in all-tissue libraries. (**A**) Experimental design for FACS isolation of reporter cells for sequencing library preparations. (**B**) MDS plot of sequenced *pax6* and all-tissue ATAC-Seq libraries. (**C**) Representative histograms showing distance of called peaks to transcription start sites (tss). (**D**) IGV browser tracks of a house keeping gene, *odc* and reporter line specific gene, *pax6*. Shaded bar in *odc* represents a peak retained in *pax6* and all-tissue libraries; shaded bar in *pax6* represents a peak called in *pax6* libraries, but not in all-tissue. (**E**) Bar plot showing percent of differentially accessible (DA) peaks that are more accessible in *pax6* or all-tissue libraries within an individual timepoint or across all timepoints. (**F**) Differentially accessible regions were annotated to the nearest TSS and used to call GO:BP terms. Top, GO terms from regions more accessible in *pax6* libraries than in all-tissue libraries. Bottom, GO terms from regions more accessible in all-tissue libraries than *pax6* libraries. (**G**) Heat map depicting accessibility of 21/254 randomly sampled peaks that call the GO term: Neurogenesis. *pax6* promoter region is boxed.

**Figure 2—figure supplement 1.**
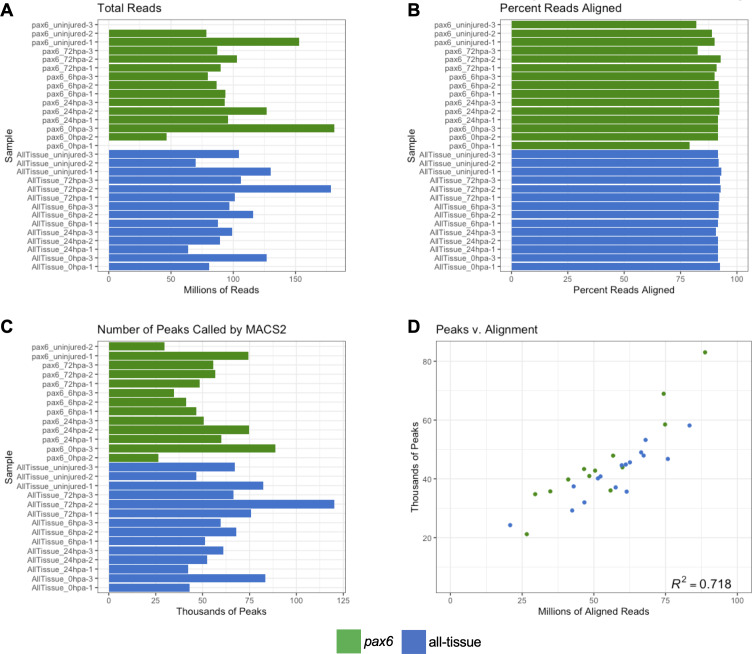
Low input ATAC-Seq libraries meet sufficient quality for downstream analysis. (**a**) Barplot of total number of reads sequenced for each library. (**b**) Barplot of the percent reads aligned to the genome by Bowtie2 (**c**) Barplot of the number of peaks called from aligned reads by MACS2. (**d**) Correlation plot of number of aligned reads to number of called peaks. Reads and peaks aligns with correlation coefficient of r^2^ = 0.785.

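Across the 28 libraries with both values in Supplementary file 1b, the squared Pearson correlation of the paper's numbers of aligned reads and called peaks was 0.726 (jackknife standard error 0.068, r = 0.852, permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples give). Spearman's rho was 0.849 (p = 1e-05), and without the 2 libraries farthest from the median number of aligned reads r was 0.861. Within the 13 pax6 libraries r was 0.925, and within the 15 all-tissue libraries it was 0.896. The number of fragments counted in peaks, taken from the deposited counts, followed the paper's number of aligned reads with r = 0.983 (rho 0.979, p = 1e-05 for each), and r was 0.973 without the 2 most distant libraries. These are 3 relations among the same libraries, and Benjamini-Hochberg adjustment leaves the p-values as they are.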

Having verified the quality of ATAC-Seq libraries made from sorted *pax6:GFP*+ cells and bulk tail tissue, we first confirmed that the overall tissue conditions had chromatin accessibility signatures that could be easily differentiated. Taking an unbiased approach, we used multi-dimensional scaling (MDS) to identify how similar or different the *pax6* and all-tissue libraries are overall. 

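MDS was run on log2 CPM with the 500 peaks that differ most in each pair of samples, and the position of the samples on dimension 1 was compared between tissues. Among the paper's 23 libraries, the 9 pax6 libraries lay between 0.13 and 0.62 and the 14 all-tissue libraries between -0.46 and -0.03, without overlap (difference of the means 0.62, permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples give). With the 6 libraries the paper's comparisons left out, the mean position was 0.19 ± 0.78 (SD) for the 13 pax6 samples and -0.18 ± 0.17 for the 14 all-tissue samples, a difference of 0.37 (permutation test, two-sided, p = 0.0332), and the ranges overlapped. Among these, pax6 72hpa replicate 3 was at 2.58, apart from all other samples. The next positions were also those of left-out libraries, pax6 uninjured replicate 2 (0.86), all-tissue 0hpa replicate 1 (0.33), pax6 0hpa replicate 2 (0.26) and pax6 6hpa replicate 3 (0.08). The other pax6 samples lay between -0.30 and 0.01 and the other all-tissue samples between -0.35 and -0.08. Dimension 1 of the 27 samples thus sets the left-out libraries apart more than the tissues. Dimension 1 held 17.6% of the variance and dimension 2 held 11.8%, and on dimension 2 the tissues did not differ in this setting (permutation test, p = 0.237) but did with the 500 peaks common to all pairs (p = 0.00178) and with all 31 libraries (p = 0.0304). On dimension 1 the common 500 peaks gave a difference of 0.25 (permutation test, p = 0.00062) and all filtered peaks one of 0.11 (p = 0.0047). The alternative that moved the result the most was the use of all 31 libraries, which placed the library with 11 counts at 8.27 and gave p = 0.191 in the permutation test. With 1 sample left out at a time, p stayed between 0.00713 and 0.0826 and the difference between 0.29 and 0.41. The p-value rose above 0.05 without any one of 11 samples, namely all-tissue uninjured replicate 3 (difference 0.37), 0hpa replicate 3 (0.36), 6hpa replicates 2 (0.36) and 3 (0.35), 24hpa replicates 2 (0.35) and 3 (0.34) and 72hpa replicates 1 (0.36), 2 (0.35) and 3 (0.34), and pax6 uninjured replicate 2 (0.29) and 0hpa replicate 2 (0.36).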

We found that the *pax6* libraries cluster away from the clustered all-tissue libraries (Figure 2B). We then examined individual gene regulatory loci. The majority of peaks called were located within 500 bp of a transcription start site for both all tissue and *pax6* libraries, confirming that the majority of ATAC-Seq signal is concentrated in nucleosome-depleted promoters, as expected (Buenrostro et al., 2013; Figure 2C). Both *pax6* and all-tissue libraries shared common peaks around a control housekeeping promoter (*odc*) (Dhorne-Pollet et al., 2013) without any apparent significant differences in accessibility (Figure 2D, left). By contrast, upstream of the *pax6* TSS, all *pax6* library timepoints share a peak that is absent in all-tissue libraries (Figure 2D, right). 

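The paper's statement may concern the peaks called in single libraries, which were not used here, so the peaks counted below can be a different set. The distance from each summit to the nearest TSS of the version 9.0 annotation was taken from the authors' annotation of the merged peaks, which names a gene for 117398 peaks. Of these, 9148 summits (7.79%, 95% exact binomial confidence interval 7.64 to 7.95, counting error only) lay within 500 bp of a TSS, 11.01% lay within 1000 bp, and the median distance was 16530.5 bp. With the nearest edge of the peak in place of the summit, the share within 500 bp was 9.18%, and in the upper part of the summits when split at the median score it was 10.09%, the alternatives that moved it. Among the 1000 peaks with the most counts the share was 4.9% for pax6 and 5% for all-tissue libraries, among the 5000 highest it was 3.9% and 4.3%, among the 10000 highest 3.6% and 3.7%, and among the 50000 highest 7% and 9.7%. In the paper's 23 libraries, 6.82% ± 0.262 (SD, n = 9) of the counts in pax6 libraries and 7.52% ± 0.515 (n = 14) of those in all-tissue libraries fell in peaks within 500 bp of a TSS (exact permutation test, two-sided, p = 0.00104). After adding the 6 libraries the paper's comparisons left out, these shares were 6.69% ± 0.425 (n = 13) and 7.32% ± 0.738 (n = 14; permutation test, two-sided, p = 0.0116).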

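In the files odc is odc1, and 2 windows lie at its promoter. In the paper's 23 libraries, the window nearest the TSS held 5.87 CPM (from 4.30 to 7.98, n = 9) in pax6 and 7.31 ± 1.47 CPM (SD, n = 14) in all-tissue libraries, a log2 fold change of -0.31 (adjusted p = 0.147, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, two-sided, p = 0.0133). The second odc1 window held 6.23 ± 1.67 and 8.74 ± 1.85 CPM, a log2 fold change of -0.49 (adjusted p = 0.0144; exact permutation test p = 0.00167). Once the 6 libraries left out of the paper's comparisons were added, the first window held 5.45 ± 1.44 CPM (n = 13) and 7.00 ± 1.78 CPM (n = 14; permutation test, two-sided, p = 0.0240), and the second held 6.20 ± 1.74 and 8.11 ± 2.27 CPM (p = 0.0310). Neither passed the adjusted threshold in these 27 samples or in any alternative set beforehand, with adjusted p between 0.137 and 0.458 for the first window of odc1, and the second passed it in the paper's 23 libraries alone. Every alternative kept both log2 fold changes below 0, between -0.39 and -0.26 for the first odc1 window and between -0.49 and -0.35 for the second. The paper's own unadjusted p, in the authors' table, is 0.00958 for the first window of odc1 and 0.000237 for the second.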

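The window upstream of the pax6 TSS lies on chromosome 4 from 9853878 to 9854277, with its near edge at -4941 bp from the TSS. In the paper's 23 libraries it held 9.66 ± 1.94 CPM (SD, n = 9) in pax6 and 3.12 ± 0.739 CPM (n = 14) in all-tissue libraries, a log2 fold change of 1.59 (standard error 0.122, adjusted p = 6.67e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, two-sided, p = 1.22e-06, the smallest these numbers of libraries allow). With the 6 libraries the paper's comparisons left out, it held 9.12 ± 2.03 CPM (n = 13) and 3.17 ± 0.752 CPM (n = 14), a log2 fold change of 1.50 (standard error 0.122, adjusted p = 1.44e-12, permutation test p = 2e-05, the smallest that 100000 resamples give). Every pax6 sample, between 5.14 and 13.3 CPM, was above every all-tissue sample, between 1.60 and 4.61 CPM. The difference between tissues was from 1.26 to 1.99 on the log2 scale over the 5 timepoints, each with 2 or 3 samples per tissue. At 6hpa, 24hpa and 72hpa the exact permutation test gave p = 0.10 each, the smallest that 3 samples against 3 allow, and all pax6 samples were above all all-tissue samples at each timepoint. Over the alternatives the log2 fold change stayed between 1.43 and 1.59, with adjusted p between 2.57e-29 and 1.09e-08. The other 11 windows nearest to pax6 had a median log2 fold change of 0.15 (from -0.27 to 0.52). The line carries a pax6:GFP transgene, whose sequence was not used here, so whether its reads add to this window is not known.

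**Figure D1:**
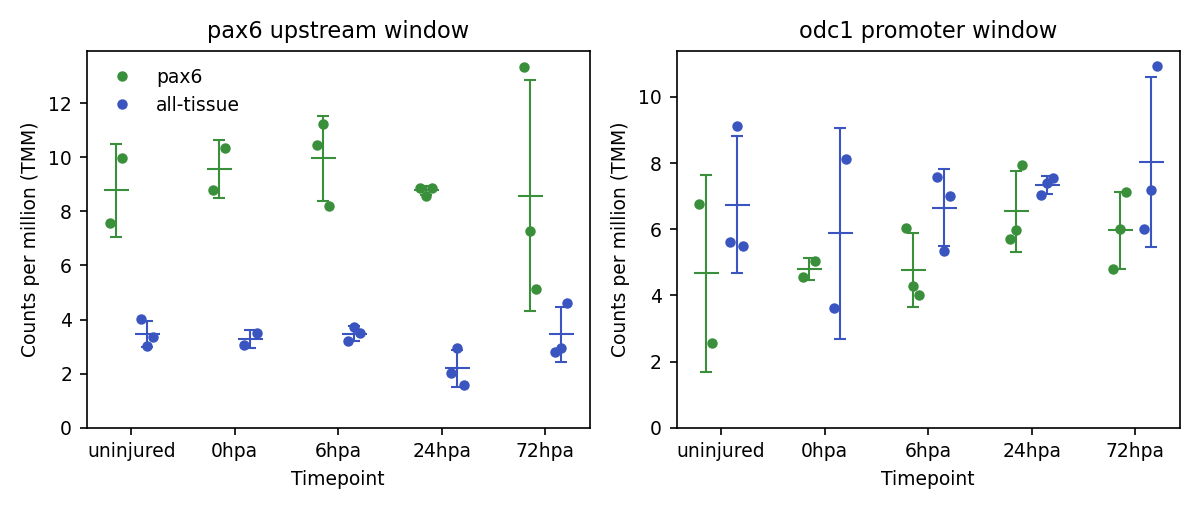
CPM in single windows in each of the 13 pax6 and 14 all-tissue samples, with the mean and SD of each tissue. The pax6 samples sit between 5.14 and 13.3 CPM in the window upstream of pax6, all above the all-tissue samples, while the tissues overlap in the window at the odc1 promoter.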

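In the 27 samples, 1937 peaks differed between the tissues at an adjusted p under 0.05, and complete separation of the samples was rarer. In 28 of these peaks every pax6 sample was above every all-tissue sample, and in 18 every pax6 sample was below, where chance separates the groups completely in one direction in 4.99e-06% of peaks.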

From this first proof-of-principle test, we concluded that ATAC-Seq libraries from sorted cells can be used to identify chromatin accessibility differences in NPCs relative to other tissues, and that ATAC-Seq of these sorted cells can be used to find tissue-specific accessible regions that are beneath the detection sensitivity of bulk analysis of all of the tissues together. We then progressed to genome-wide analysis of differences between *pax6:GFP*+ calls and bulk tissue.

Our next goal was to identify categories of gene regulatory regions that have increased accessibility in NPCs relative to bulk tail tissue. To this end, we interrogated the global NPC chromatin signature by compiling all *pax6* library peaks into one peak file and all of the all-tissue peaks into a second peak file and calling differentially accessible peaks between these two compiled files. 

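In the 2-group comparison of all timepoints, the paper's 23 libraries gave 946 peaks more accessible in pax6 libraries at an adjusted p under 0.05 in edgeR's quasi-likelihood test. With the 6 libraries the paper's comparisons left out, 809 peaks were more accessible in the pax6 samples, and 800 of these are also among the authors' calls. The number of calls depended most on the threshold, since 8655 peaks passed an unadjusted p under 0.05, and the threshold that separates the called from the other peaks in the authors' table is an unadjusted p under 0.01, which 3358 peaks passed in the 27 samples. Leaving out the libraries of 1 timepoint gave 524 calls without uninjured, 218 without 6hpa and 268 without 72hpa libraries, and 879 and 892 without 0hpa and 24hpa libraries. After the window upstream of pax6, the largest increases with complete separation of the samples were near bloc1s3 and gdnf. The bloc1s3 window (chromosome 8, 50187815 to 50188214) held 37.7 CPM in the paper's pax6 libraries and 16.7 CPM in its all-tissue libraries, and 37.1 ± 3.89 (SD, n = 13) and 16.1 ± 2.80 CPM (n = 14) in the 27 samples, a log2 fold change of 1.19 (adjusted p = 3.93e-17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The gdnf window, which starts at 184504362 on chromosome 1, had a log2 fold change of 1.11 in the paper's libraries and of 1.03 in the 27 samples (adjusted p = 6.29e-08).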

We identified 3604 regions that were more accessible in the *pax6* libraries than the all-tissue libraries, which we assigned to the nearest TSS, and used the associated gene names as input for gene ontology (GO) analysis using gProfileR2 (Raudvere et al., 2019; Figure 2E–F). 

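Lists of marker genes, written before the counts were examined, were tested with camera (preset correlation 0.01) on the peaks within 500 bp of a TSS, with adjustment over the 7 lists in the paper's 23 libraries and over 21 tests in the 27 samples. In the paper's libraries the adjusted p was 0.0641 for neural progenitor genes and 0.610 for neuron genes. In the 27 samples, which add the 6 libraries left out of the paper's comparisons, it was 0.273 for neural progenitor genes (9 genes of 20 with such a peak, median log2 fold change -0.15) and 0.784 for neuron genes (8 of 25, median -0.05). With peaks within 5000 bp the direction of the test changed for both lists (adjusted p = 0.668 and 0.736), while the medians were -0.05 and 0.04. Of the neural progenitor peaks, 1 was called over all peaks and 2 when adjusted over the list alone. Skeletal muscle genes were higher in pax6 libraries, with an adjusted p of 5.11e-08 in the paper's libraries and 0.000138 in the 27 samples, and the list's mean log2 fold change of 0.37 was raised by the promoter window of actc1, a promoter that the transgene of the line also carries. Epidermis genes were lower (2.36e-10 and 1.7e-05, median log2 fold change -0.32), as were cell cycle genes (3.97e-06 and 0.000606). These tests compare each list with all peaks, and promoter peaks as a whole were lower in pax6 samples (median log2 fold change -0.14 over 10774 peaks with an edge within 500 bp of a TSS, and -0.18 for cell cycle genes). Set against those promoter peaks alone, a comparison chosen after seeing the values, cell cycle genes did not differ (camera adjusted p = 0.556 in the paper's libraries and 0.821 in the 27 samples). Neural progenitor (0.700 and 0.821) and neuron genes (0.233 and 0.525) lay on the higher side without passing the threshold, and the muscle (9.45e-11 and 9.03e-08) and epidermis calls (0.00106 and 0.0497) held. Under fry the muscle and epidermis calls held in the 27 samples (adjusted p = 0.00349 and 0.0110) and the cell cycle call did not (0.0991). In the paper's libraries all 3 calls held under fry (adjusted p = 3.02e-06, 0.000155 and 0.00373). With an estimated correlation none of the 3 held in the 27 samples (0.0510, 0.0969 and 0.336). Notochord genes (0.908 and 0.929) and blood and vessel genes (0.610 and 0.784) did not differ. Among the genes nearest to the regions the authors call higher in pax6 libraries, 6 of 35 listed neural genes with a peak were reached, and random sets of as many peaks reached 6.64 on average (one-sided, p = 0.688, adjusted over 10 such tests p = 1). The regions called higher in all-tissue libraries reached 4 of the 35, where random sets reached 9.57 (from 5 to 14, permutation test, one-sided for more, p = 0.996).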

Genes with increased accessibility in *pax6:GFP*+ cells showed statistically significant enrichment for neural-associated terms such as ‘Neurogenesis’, ‘Nervous system development’, and ‘Neuron differentiation,’ confirming the neural progenitor identity of our *pax6:GFP* cells (Figure 2F, top, and Supplementary file 1c). We visually confirmed the increased accessibility of regions calling the term ‘Neurogenesis’ with a heat map (Figure 2G). 

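For the genes named in Figure 2G, 19 genes with 263 peaks could be matched by symbol. In the 27 samples, 6 of these peaks were more accessible in pax6 samples at an adjusted p under 0.05, and 14 of the 19 genes had at least 1 such peak at an unadjusted p under 0.01, while 1 gene had one lower. The paper's own table calls a peak higher for all 19 genes, 33 peaks in total, and 4 peaks lower. Besides pax6 and bloc1s3, the gene with the smallest p was gfra1, whose window on chromosome 7 (538556 to 538955) had a log2 fold change of 0.38 (standard error 0.07, adjusted p = 0.00109, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and was chosen among 42 peaks of that gene. The paper chose these genes on the same libraries.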

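In the opposite direction, the paper's 23 libraries gave 2174 peaks more accessible in all-tissue libraries at the adjusted threshold. With the 6 libraries the paper's comparisons left out, 1128 peaks were more accessible in the all-tissue samples, 58.2% of all calls, and 1118 of them are also called by the authors. The count was 1903 without the 0hpa libraries, 795 without uninjured, 698 without 24hpa, 314 without 6hpa and 281 without 72hpa libraries. Scaling by library size alone left 888 peaks higher in all-tissue and 981 higher in pax6 samples, so the larger side changes with the scaling. The largest decreases with complete separation were near cacna1d (scaffold_453, from 116747; 0.705 CPM in pax6 and 3.14 CPM in all-tissue libraries of the paper, log2 fold change -2.06), gmcl1 (chromosome 3, from 111852557; 1.66 and 5.50 CPM, -1.71) and lnpep (chromosome 1, from 173155721; 36.0 and 93.8 CPM, -1.37). In the 27 samples their log2 fold changes were -2.03 (cacna1d, adjusted p = 5.08e-09), -1.91 (gmcl1, 9.78e-11) and -1.37 (lnpep, 2.28e-13, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gives cacna1d the same direction but returned no adjusted p for it. Peaks within 500 bp of a TSS had a median log2 fold change of -0.16, with 335 lower and 13 higher in pax6 samples, against 0.01 for the other annotated peaks. Among the genes nearest to the regions the authors call higher in all-tissue libraries, 10 of 29 listed cell cycle genes were reached, where random sets of as many peaks reached 4.07 on average (one-sided, p = 0.0025, adjusted p = 0.025). The random sets were drawn among all annotated peaks and not matched for distance to a TSS. Of those calls with an adjusted p under 0.05, 1013 of 2579 lie within 500 bp of a TSS. An excess of cell cycle genes thus cannot be told apart from an excess of promoter windows. Set against promoter peaks alone, the list did not differ (camera adjusted p = 0.821 in the 27 samples). The regions called higher in pax6 libraries reached 0 of the 29, where random sets reached 2.76 (from 0 to 6, permutation test, one-sided for more, p = 1).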

The reverse analysis identified 5251 regions that are more accessible in all-tissue libraries than *pax6* libraries, which are associated with broad GO categories relating to ubiquitous cellular processes (i.e. ‘Cellular biosynthetic process’, ‘Transcription from RNA Polymerase II’, and Cellular metabolic process’) (Figure 2F, bottom, Supplementary file 1d). 

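Within single timepoints, the paper's 23 libraries gave 8 peaks higher in pax6 and 3 higher in all-tissue libraries in uninjured tails, 4 and 5 at 0hpa, 54 and 37 at 6hpa, 71 and 468 at 24hpa and 244 and 914 at 72hpa, at an adjusted p under 0.05 in a single model of 10 groups (edgeR quasi-likelihood test). These 23 libraries hold 1 pax6 library in uninjured tails and 1 library of each tissue at 0hpa, which are taken to vary like the other groups. With the 6 libraries the paper's comparisons left out, these numbers were 12 and 4 in uninjured tails, 6 and 2 at 0hpa, 51 and 50 at 6hpa, 14 and 41 at 24hpa and 122 and 361 at 72hpa. Single samples moved them by more than 1.5 times. In uninjured tails the calls were 481 and 517 without pax6 uninjured replicate 1 (which leaves 1 pax6 sample, taken to vary like the other groups) and 2 and 2 without all-tissue uninjured replicate 3. At 6hpa the calls higher in pax6 samples were 16 without all-tissue 6hpa replicate 2, at 24hpa those higher in all-tissue samples were 4 without all-tissue 24hpa replicate 3 and 133 without all-tissue 0hpa replicate 1, and at 72hpa 22 and 27 peaks were called without all-tissue 72hpa replicate 3. The share of calls higher in all-tissue samples was 25.0% in uninjured tails and at 0hpa, 49.5% at 6hpa, 74.5% at 24hpa and 74.7% at 72hpa. No peak had a difference between tissues that changed from 0hpa to 6hpa, from 6hpa to 24hpa, from 24hpa to 72hpa or from uninjured to 72hpa at the adjusted threshold in the 27 samples. At an unadjusted p under 0.05 there were 5712, 9012, 6933 and 6990 such peaks, where the nominal level of the test gives 6217. DESeq2 called 0, 14, 0 and 2 peaks, edgeR's likelihood ratio test called 2, 12, 3 and 7, and the paper's 23 libraries gave 1, 9, 0 and 0. The paper reasons from the regions called between the tissues, and from the GO terms of the genes nearest to them, to the identity of the sorted cells. For that identity it also draws on qRT-PCR of the sorted cells and on staining of sections for Sox2, Dcx and neurofilament, which were not analysed here.

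**Figure D2:**
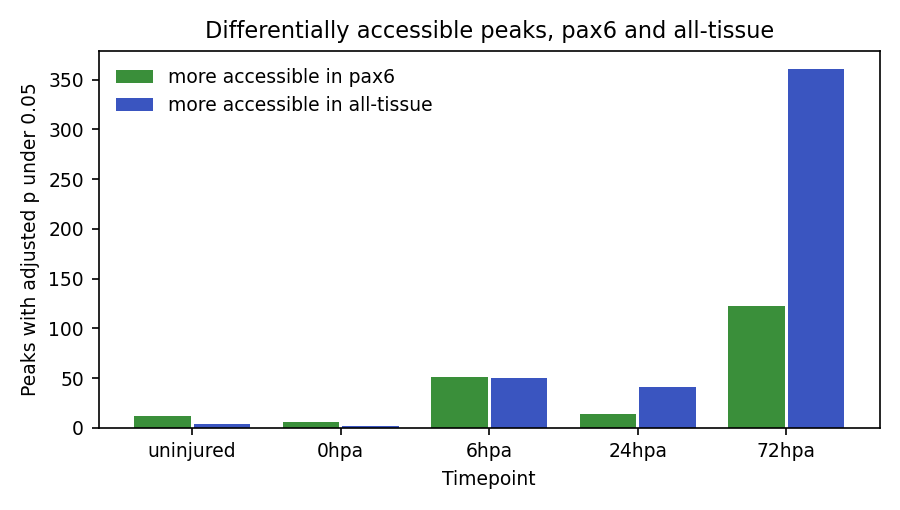
Number of peaks called higher in pax6 and higher in all-tissue samples at each timepoint, at an adjusted p under 0.05 in the 27 samples. The numbers go from 6 and 2 at 0hpa to 122 and 361 at 72hpa.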

From this analysis, we concluded that the overall chromatin accessibility of NPCs is readily distinguished from bulk tissue and strongly reflects their distinct neural character.

### Analysis of differentially accessible peaks between *pax6* libraries reveals an early prioritization of neuronal differentiation in regeneration

Having established that the overall chromatin signature of NPCs could be used to identify neural-specific processes, we next identified the cellular processes being prioritized by NPCs at discrete regenerative stages. We therefore systematically identified differentially accessible regions of the chromatin that were uniquely accessible at each timepoint relative to the flanking timepoints and performed GO analysis on the genes neighboring these regions (Figure 3A–C). 

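Contrasts between timepoints were made within the pax6 libraries, in a single model of the 5 pax6 groups. In the paper's 9 pax6 libraries, edgeR's quasi-likelihood test called 0 peaks between 0hpa and 6hpa, 2 between 6hpa and 24hpa, 0 between 24hpa and 72hpa and 0 between uninjured and 72hpa at an adjusted p under 0.05, with 5286, 9398, 7602 and 5671 at an unadjusted p under 0.05. Of these 9 libraries 1 is from uninjured tails and 1 from 0hpa, each taken to vary like the other groups. With the 4 pax6 libraries the paper's comparisons left out (13 samples), the test called 0 peaks in each of the 4 contrasts, with smallest adjusted p of 1, 0.635, 0.703 and 0.226. At an unadjusted p under 0.05 there were 3730, 7522, 6838 and 8664 peaks, where the nominal level of the test gives 6217 of the 124338 tested. At 0.01 there were 546, 1681, 1334 and 1912, where the nominal level gives 1243. Other splits of the same samples gave fewer at 0.01, 389 to 676 for 24hpa against 6hpa and 726 to 1075 for 72hpa against 24hpa. With 10 splits in each, a share under 0.05 cannot be reached. DESeq2 called 0, 14, 0 and 11 peaks, and edgeR's likelihood ratio test 0, 0, 0 and 11. Without pax6 uninjured replicate 1, which leaves 1 uninjured pax6 sample, 1129 peaks were called between uninjured and 72hpa, 551 of them higher at 72hpa, and without pax6 72hpa replicate 2, 1 peak was called higher at 72hpa than at 24hpa. In data simulated from the counts with 200 peaks changed 2-fold between 6hpa and 24hpa, the same test recovered 96 of them. The authors' own numbers, rebuilt from the counts, are 1487, 3105, 2210 and 1584 called peaks at an unadjusted p under 0.01, of which the paper's table holds 0, 23, 13 and 1 at an adjusted p under 0.05.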

GO analysis returned ~30–100 terms, thus, to distill the list to main processes, we used ReviGO’s semantics algorithm to reduce redundancy of the GO terms (Supek et al., 2011). Supplementary files 1e-g contain the entire list of GO terms returned from gProfiler and Supplementary files 1h-j contain the results from ReviGO.

**Figure 3.**
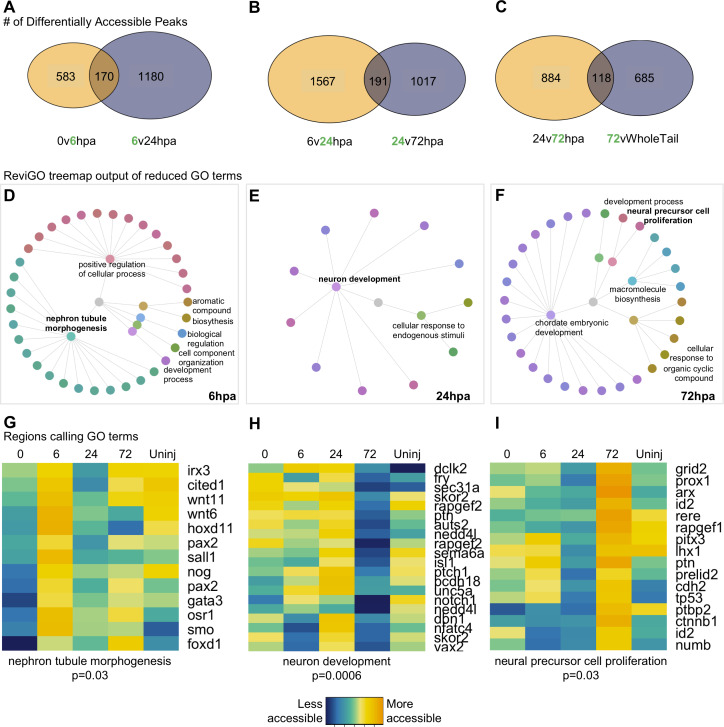
Differential accessibility analysis of pax6 libraries over regenerative time reveals chromatin accessibility prioritizes first tubule morphogenesis, followed by neural differentiation, and later proliferation. From left to right, data represents the 6hpa timepoint, 24hpa timepoint, and 72hpa timepoint. (**A–C**) Venn diagrams depicting number of unique and shared peaks called in each of the timepoint contrasts within the *pax6* libraries. The intersect represents peaks that were both becoming accessible at a given timepoint, then losing accessibility. The green number in each contrast represents the timepoint that is more accessible. (**D–F**) All regions represented in (**A–C**) were used for GO:BP analysis with gProfileR2. ReviGO was then used to reduce redundancy in output GO terms and identify main families of terms. Tree graphs depict the hierarchy of reduced GO list. The central grey circle is the vertex of the graph representing the set of all GO terms included in the data, the second level of circles are the families of GO terms called by ReviGO, and the third level of circles represents GO terms in each family. Terms provided are the family names. (**G–I**) Heatmap of accessibility of regions that were used to call GO terms: ‘Nephron Tubule Morphogenesis’, ‘Neuron Differentiation’, and ‘Neural Precursor Cell Proliferation’.

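Since each intersect joins contrasts that share the libraries of 1 timepoint, the authors' procedure was also run on 12 sets of counts simulated from the 9 pax6 libraries with no change between timepoints. In these, 1756 peaks on average (from 1681 to 1818) were called between 0hpa and 6hpa, where the deposited libraries give 1487, and 1746 (from 1692 to 1807) between uninjured and 72hpa, where they give 1584. Between 6hpa and 24hpa the simulated numbers were 1520 to 1636 and the observed number 3105, and between 24hpa and 72hpa they were 1552 to 1710 and 2210. The intersect at 6hpa held 93 to 113 peaks in the simulated data and 166 in the authors' calls. The intersect at 24hpa held 38 to 73 and 192, and the intersect at 72hpa held 88 to 116 and 118. The lists that are joined also differ in length, with 739 and 1322 peaks at 6hpa, 1783 and 1211 at 24hpa and 999 and 800 at 72hpa in the authors' calls, against simulated means of 914.2 and 782.8, 791.6 and 815.2, and 797 and 912.6. Scaled by both lengths, the simulated intersects are 124 to 154, 132 to 238 and 93 to 129 peaks. In the 13 pax6 samples, which add the 4 pax6 libraries left out of the paper's comparisons, all 3 intersects held 0 peaks at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 they held 537, 662 and 786 peaks.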

We first examined genes associated with regulatory regions that are uniquely accessible at 6hpa. Genes preferentially accessible at 6hpa called six families of GO terms (Figure 3D). 

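The 13 genes that Supplementary file 1e lists for nephron tubule morphogenesis are nearest to 245 peaks. In the paper's 9 pax6 libraries no peak of these genes was called between 0hpa and 6hpa at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and none was called in the 13 samples that add the 4 pax6 libraries left out of the paper's comparisons. In the 13 samples, 14 of these peaks passed an unadjusted p under 0.05. At an unadjusted p under 0.01, peaks of 2 of the 13 genes were higher at 6hpa than at 0hpa and 1 was lower, and a peak of 1 gene was lower at 24hpa than at 6hpa. In the authors' table the paper's calls are 10 peaks higher at 6hpa than at 0hpa and 8 lower at 24hpa than at 6hpa, of which 3 are the same peak. The peak with the smallest p of hoxd11 (chromosome 9, 59915120 to 59915519) held 3.62 ± 0.409 CPM (SD, n = 2) at 0hpa and 6.76 ± 1.84 CPM (n = 3) at 6hpa, a log2 fold change of 0.97 (adjusted p = 1, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). That of osr1 (chromosome 5, 138499007 to 138499406, chosen among 34 peaks) rose from 2.97 ± 0.869 to 5.19 ± 0.474 CPM (log2 fold change 0.94, adjusted p = 1). For wnt11, nearest to 52 peaks, the peak with the smallest p was lower at 6hpa, with 14.2 ± 2.96 CPM at 0hpa and 8.01 ± 1.63 CPM at 6hpa (log2 fold change -0.77, adjusted p = 1). The peak at the cited1 gene (chromosome 8, 16409133 to 16409532) went from 6.46 ± 1.38 CPM at 6hpa to 3.28 ± 0.391 CPM at 24hpa (n = 3 each, log2 fold change -0.95, adjusted p = 0.674). Over the 13 genes, the peaks with the smallest p had log2 fold changes from -0.77 to 1.17 between 0hpa and 6hpa, and 11 of them were higher at 6hpa. The genes of this list are nearest to a median of 15 peaks each, where the other genes reached by the authors' 6hpa regions have 7 (permutation test, one-sided, p = 0.0094).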

Notably, ‘Nephron Tubule Morphogenesis’ was well represented, and included regulatory regions from *foxd1*, *gata3*, *smo, sall1, osr1, pax2, stat1, hoxd11, wnt6, nog, wnt11, irx3, cited1* (Figure 3G). In addition to patterning the nephron, the majority of these genes are expressed in neural stem cells during dorsoventral neural patterning of the spinal cord and early differentiation (Alaynick et al., 2011; Delile et al., 2019). At this time in regeneration, we observe the spinal cord repairing itself by closing the neural tube and forming the neural ampulla. We have shown in Figure 1D that pax6:*GFP*+ cells populate the regenerated neural ampulla, therefore, we hypothesize that these cells represent ependymoglial cells with NSC character that have been described previously (Beck et al., 2009; Chernoff et al., 2018; McHedlishvili et al., 2007; Muñoz et al., 2015; O'Hara et al., 1992; Reimer et al., 2009).

We then identified regions that were most accessible at the 24hpa timepoint. This analysis recovered two main families of GO terms, the largest of which was ‘Neuron Development’ (Figure 3E). 

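Supplementary file 1f lists 51 genes for neuron development that could be matched, nearest to 534 peaks. In the authors' table, the paper's calls at an unadjusted p under 0.01 are a peak lower at 72hpa than at 24hpa for all 51 genes (56 peaks), a peak higher at 24hpa than at 6hpa for 10 genes (13 peaks), and the same peak in both for 7 genes. In the opposite direction, a peak is called lower at 24hpa than at 6hpa for 4 genes (5 peaks). Another 4 peaks, of 4 genes, are called higher at 72hpa than at 24hpa. Of the 56 peaks, 48 (85.7%) were higher at 24hpa than at 6hpa in that table without regard to p and 7 (12.5%) were called so. In 12 simulated sets with no change between timepoints, 83.9 to 85.9% of the peaks called lower at 72hpa than at 24hpa were also higher at 24hpa than at 6hpa, as the 24hpa libraries are shared, and 4.8 to 9.1% were called so. In the 13 pax6 samples, which add the 4 pax6 libraries left out of the paper's comparisons, no peak of this list passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, as in the paper's 9 libraries, and 34 passed an unadjusted p under 0.05 between 6hpa and 24hpa. At an unadjusted p under 0.01, peaks of 4 genes were higher at 24hpa than at 6hpa and peaks of 2 genes were lower. Peaks of 20 genes were lower at 72hpa than at 24hpa and those of 0 genes higher. Of these peaks, 3 were also among those higher at 24hpa than at 6hpa. The smallest p of the decrease was that of mapk8 (chromosome 7, 36703028 to 36703427), with 5.89 ± 0.494 CPM (SD, n = 3) at 24hpa and 2.64 ± 0.750 CPM at 72hpa (n = 3, log2 fold change -1.12, adjusted p = 0.899, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). These genes were listed by the paper from the same libraries, and are nearest to a median of 9 peaks, against 6 for the other genes reached by the authors' 24hpa regions (permutation test, one-sided, p = 0.0286).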

Strikingly, the majority of genes that call this GO term become more accessible from 6 to 24hpa, but lose that accessibility at 72hpa (Figure 3H). Genes with preferentially accessible regulatory regions at 24hpa include factors known to function in multiple aspects of neuronal differentiation and growth. Examples of these include neuritogenesis and growth cone formation (*dclk2, rapgef2, auts2, nedd4l, unc5a*), axonogenesis and axon guidance (*dbn1, sema6a, fry, ptch1*), neuronal migration (*dclk2, rapgef2, auts2, pcdh18*), and transcriptional regulation of neuron differentiation (*skor2, isl1, nfatc4, vax2*). 

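The 14 genes named here are nearest to 212 peaks. In the authors' table the paper's calls are a peak higher at 24hpa than at 6hpa for 3 of the 14 genes and a peak higher at 24hpa than at 72hpa for all 14 (17 peaks). In the 13 pax6 samples, which include 4 libraries the paper's comparisons did not use, peaks of 2 genes were higher at 24hpa than at 6hpa at an unadjusted p under 0.01 and 2 peaks were lower, while peaks of 7 genes were higher at 24hpa than at 72hpa and none lower. The nfatc4 peak (chromosome 1, 130116073 to 130116472) held 4.95 ± 0.302 CPM (SD, n = 3) at 6hpa, 8.80 ± 1.01 CPM (n = 3) at 24hpa and 5.71 ± 0.701 CPM (n = 3) at 72hpa, a log2 fold change of 0.82 from 6hpa to 24hpa (standard error 0.23, adjusted p = 0.674, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A skor2 peak (chromosome 1, 193012700 to 193013099) fell from 29.5 ± 1.36 CPM at 24hpa to 19.2 ± 4.19 CPM at 72hpa (log2 fold change -0.60, adjusted p = 0.899). The sema6a peak with the smallest p was lower at 24hpa than at 6hpa (log2 fold change -0.97, adjusted p = 0.713). With 3 samples against 3, an exact permutation test of a single peak cannot give a p below 0.10.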

The enrichment of these terms, and their specificity for functions carried out by differentiating neurons rather than proliferating progenitors, agrees well with previous published bulk RNA-Seq analysis (Chang et al., 2017) showing enrichment for similar neuronal morphogenesis terms, such as axonogenesis and dendritogenesis, in the first day post amputation.

Finally, we assessed the processes being prioritized at 72hpa. This analysis resulted in five main GO families being called (Figure 3F), including ‘neuronal precursor cell proliferation’. 

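A list of cell cycle genes written before the counts were examined has 29 genes with a peak. Of these, 2 were reached by the regions the authors call at 6hpa (random sets of as many peaks reached 1.61 on average, one-sided, p = 0.489), 5 by those at 24hpa (2.37, p = 0.0685) and 1 by those at 72hpa (1.44, p = 0.794). Adjusted over 10 such tests, these p-values are 1, 0.342 and 1. Of 35 neural genes with a peak, 2 were reached at 6hpa (3.89 in random sets, permutation test, one-sided, p = 0.921), 2 at 24hpa (5.68, p = 0.990) and 3 at 72hpa (3.54, p = 0.707). In the 13 pax6 samples, which add 4 pax6 libraries to those of the paper's comparisons, camera gave the 27 promoter peaks of the cell cycle list an adjusted p of 0.784 for 24hpa against 6hpa and of 0.784 for 72hpa against 24hpa, with median log2 fold changes of -0.02 and 0.09.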

Notably, cell cycle and proliferation related terms were absent at the 6hpa and 24hpa timepoints. The regions calling this term were all more accessible at 72hpa than the 24hpa timepoint, however about half were not differentially accessible with respect to the uninjured tail (Figure 3I), suggesting that by 72hpa, these regions are regaining similarity to their uninjured state. 

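Supplementary file 1g lists 13 genes for neural precursor cell proliferation, nearest to 210 peaks. In the authors' table the paper's calls are 14 peaks higher at 72hpa than at 24hpa, of which 2 are also called higher at 72hpa than in uninjured tails and 12 are not. In that table 13 of the 14 (92.9%) were higher at 72hpa than in uninjured tails without regard to p, with a median log2 fold change of 0.58. In the 12 simulated sets without change, 91.4 to 94.6% of the peaks called higher at 72hpa than at 24hpa were also higher than in uninjured tails, and 11.0 to 14.6% were called so. The paper's comparisons rest on 1 uninjured pax6 library. In the 13 pax6 samples, which add pax6 uninjured replicate 2 and 3 other libraries, no peak of the list passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, 23 passed an unadjusted p under 0.05 between 24hpa and 72hpa, and all 14 peaks were higher at 72hpa than in uninjured tails. At an unadjusted p under 0.01, peaks of 6 of the 13 genes were higher at 72hpa than at 24hpa and 1 was lower. A cdh2 peak (chromosome 6, 96361880 to 96362279) held 12.6 ± 2.27 CPM (SD, n = 3) at 24hpa, 18.0 ± 0.665 CPM (n = 3) at 72hpa and 11.1 ± 1.17 CPM (n = 2) in uninjured tails, a log2 fold change of 0.52 from 24hpa to 72hpa (adjusted p = 0.899, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The genes of this list are nearest to a median of 15 peaks, against 8 for the other genes reached by the authors' 72hpa regions (permutation test, one-sided, p = 0.0212).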

Altogether, we were able to resolve processes specific to neural progenitor cell function at each timepoint. These suggest that NPCs first prioritize ependymal tube morphogenesis at 6hpa, neural differentiation at 24hpa, and cell proliferation at 72hpa.

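The contrasts behind these processes compare timepoints within the pax6 libraries. From the GO terms of the genes nearest to the regions that were more accessible at 6hpa, 24hpa or 72hpa than at the flanking timepoints, the paper proposes which process the progenitors put first at each time. In the 10-group model, which fits all-tissue and pax6 samples together, the pax6 contrasts gave 0 peaks at an adjusted p under 0.05 for each of the 3 intersects, as in the model of the pax6 samples alone. Neural progenitor genes had a median log2 fold change of -0.09 from 6hpa to 24hpa and of 0.11 from 24hpa to 72hpa at their promoter peaks, and neuron genes of 0.07 and 0.02 (camera adjusted p = 0.929, 0.784, 0.929 and 0.784 in the 13 pax6 samples, 4 of which the paper's comparisons did not use). For the 2 notochord promoter peaks these were -0.79 and 0.75 (camera adjusted p = 0.0196 and 0.0289; 0.0631 and 0.0814 under fry). For neuron genes from 24hpa to 72hpa the mean (-0.10) and the test point down while the median is above 0.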

### Comparative analysis of uninjured and 24hpa tail single cell RNA-Seq data sets reveals expansion in differentiated neuronal clusters at 24hpa

Our ATAC-Seq analysis suggested that neural progenitor cells may place a high transcriptional regulatory priority on neuronal differentiation early in regeneration, at 24hpa. To determine whether this was reflected in the transcriptional profile and cell-type composition of neural cells, we used single-cell RNA-Seq to interrogate the profile of neural cell types present before and 24 hr after amputation. We sequenced the transcriptomes of individual NPCs from uninjured and regenerating tails, an analogous population to those collected for ATAC-seq. In total, we sequenced 2617 and 1,090 cells from uninjured and 24hpa tissues, respectively. Using Seurat we aligned the two data sets with their integrated analyses and used UMAP dimensional reduction to find clusters (Becht et al., 2018; Butler et al., 2018; Stuart et al., 2019). From this analysis, we revealed 19 unique clusters (Figure 4—figure supplement 1A), which were enriched for but not fully restricted to the neural lineage. A total of 781 uninjured cells and 296 cells from 24hpa cells fell into neural clusters, which comprised NPC/NSCs (defined by expression of *sox2*), transitioning neurons (*neurog1; neurod1*), and differentiated neurons (*elavl4*) (Figure 4—figure supplement 1B). To gain the highest-possible resolution of cell types within these broad neural clusters, we subsetted neural cells, re-performed dimensionality reduction and called eight unique sub-clusters, including spinal cord progenitors, floor plate progenitors, differentiating neurons, interneurons, motor neurons, vulnerable motor neurons, motor neurons (*leptin*+), and dopaminergic neurons (Figure 4A). These clusters agreed well with the neural cell types recently identified for tail regeneration in *X. laevis,* and we applied the same naming conventions (Aztekin et al., 2019).

**Figure 4.**
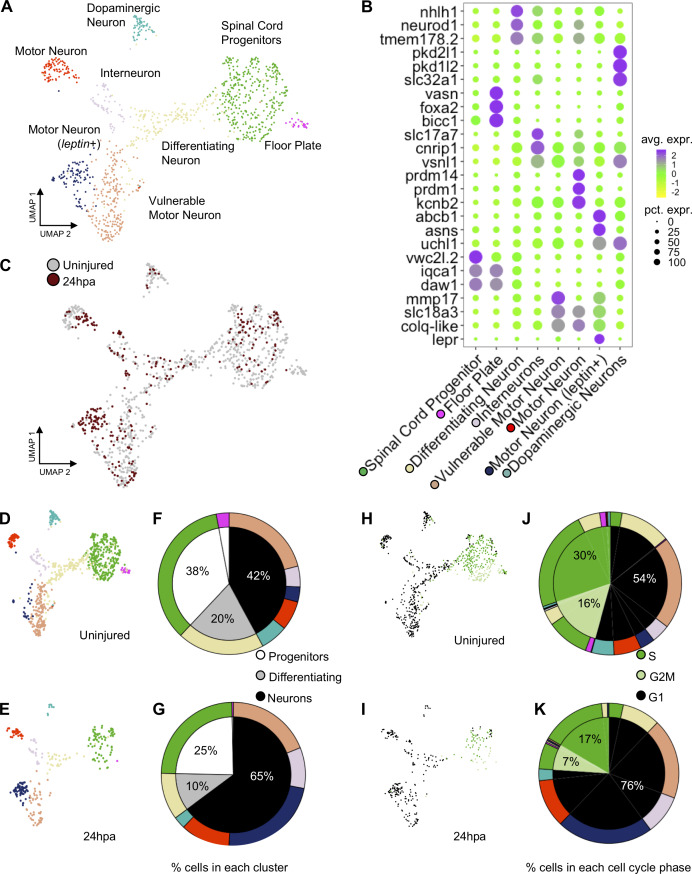
scRNA-Seq of uninjured and 24hpa tails reveals a transcriptional shift to differentiated neuronal types at 24hpa. (**A**) UMAP projection of integrated uninjured and 24hpa neural lineage cells. seven distinct clusters were identified. (**B**) Dot plot of genes identified as differentially expressed between cell clusters. The top three genes exclusively expressed in each of the seven clusters are shown. Color of circle denotes average gene expression across one cluster and size of circle represents percent of cells in each cluster expressing each gene. (**C**) UMAP projection of neural cells colored by timepoint in the uninjured tails and 24hpa tails. UMAP projections of cell clusters split by timepoint to (**D**) uninjured and (**E**) 24hpa. (**F–G**) Sunburst diagrams showing (inside) the percentage of neural cells that are broadly stem cells, differentiating cells, or differentiated neurons and (outside) percentage of neural cells in each of the seven cell clusters called. Colors on outside of the sunburst chart correlate to cluster colors in (A/B). (**H–I**) UMAP projections of neural clusters colored by predicted cell cycle phase in the (**H**) uninjured tail and (**I**) 24hpa tail. (**J–K**) Sunburst diagrams showing the percentage of all neural cells predicted to be in each cell cycle phase (inside) and the percentage of each cell cluster predicted to be in each cell cycle phase (outside). (**J**) represents the distribution in the uninjured tail and (**K**) represents the distribution in the 24hpa tail. Colors on outside of the sunburst chart correlate to cluster colors in (A/B).

**Figure 4—figure supplement 1.**
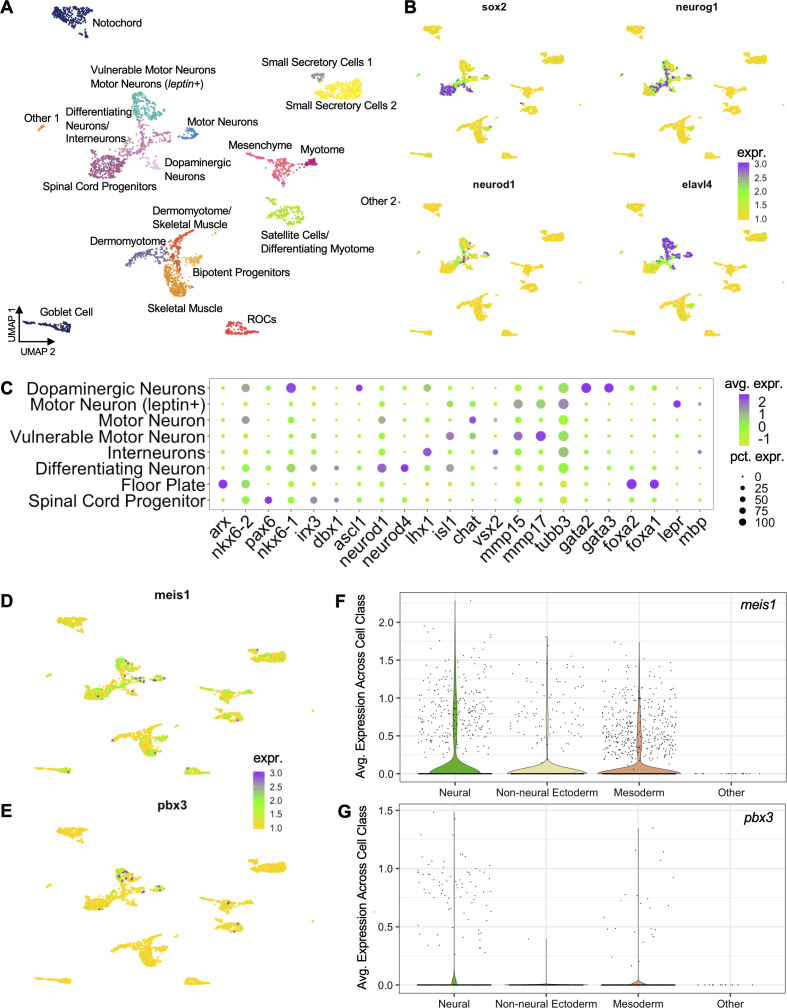
scRNA-Seq analysis of all cells sequenced in uninjured and 24hpa tails. (**A**) UMAP dimensionality reduction and cluster assignment of integrated cells from uninjured and 24hpa tails. These cells are a superset of the seven clusters shown in Figure 4. (**B**) UMAP plots of cell colored by expression of neural lineage markers. *Sox2* was used to identify neural stem cells, *neurod1* and *neurog1* were used to identify differentiating neurons, and *elavl4* was used to identify differentiated neurons. 6 cell clusters were identified by these markers as neural lineage clusters. (**C**) Dotplot showing expression of genes used to determine neural identities as defined by Aztekin et. al. Size of circle represents percentage of cells in cluster expressing gene and color denotes average expression of a gene across a cluster. UMAP plots of cells colored by expression for (**D**) *meis1* and (**E**) *pbx3* across all cells. Violin plots showing distribution of gene expression for (**F**) *meis1* and (**G**) *pbx3*. In the violin plots, cell types from (**A**) were grouped into broader cell lineages.

Several landmark insights emerged from this single-cell analysis of neural lineages in the tadpole tail. First, we were able to identify new candidate molecular markers for progenitors (*vwcx2l.2, iqca1, daw1*), floor plate progenitors (*bicc, vasn*), differentiating neurons (*nhlh1, tmem178.2*), motor neurons (*prdm14, prdm1, kcnb2*), leptin+ motor neurons (*abcb1, asns, lepr*), vulnerable motor neurons (*mmp17, slc18a3, colq-like*), interneurons (*cnrip1, slc17a7*), and dopaminergic neurons (*pkd2l1, pkd1l2, slc32a1*) (Figure 4B). The ‘vulnerable motor neurons’ term refers to vulnerability of specific neurons to degeneration in ALS (Kline et al., 2017). Representative genes for each cell type were identified by using differential expression analysis between cell clusters. Second, we found that cell type identities could be clearly assigned to these clusters at 24 hr after injury (Figure 4C). Unlike the connective tissues in the axolotl limb, which lose cell heterogeneity of gene expression after injury (Gerber et al., 2018), neural cells in the 24hpa *Xenopus* spinal cord maintain heterogeneous gene expression.

We next used our scRNA-Seq data to interrogate the hypothesis that neural lineages put an early priority on differentiation rather than proliferation. To address this question and to identify which neuronal types, if any, are being produced, we asked how the relative quantities of cell populations change following injury. To this end, we identified what percent of the total neural population is made up of each cluster under each condition. If neural lineages prioritize differentiation early in regeneration, we would expect to see a decline in proliferating progenitor cells and an increase in one or more differentiated neuronal types. Indeed, at 24hpa, we observe a decrease in the percent of NPCs and differentiating neurons with respect to the uninjured cells (Figure 4D–G). In agreement with our GO analysis of 24hpa ATAC-Seq data, we see an expansion in differentiated neuronal clusters including interneurons, vulnerable motor neurons, and motor neurons (*leptin*+) at 24hpa. Overall, NSCs are reduced from 38% to 25%, differentiating neurons are reduced from 20% to 10%, and differentiated neurons increase from 42% to 65%. As previously described, we noted that motor neurons (*leptin*+) are virtually absent in the uninjured tail but are abundant at 24hpa (Aztekin et al., 2019).

These transitions in cell type composition are consistent with the hypothesis that neuronal differentiation, especially to specific motor neuron types, is prioritized early in regeneration, with a decline in the relative abundance of proliferative cells.

Our hypothesis is that neuronal differentiation is prioritized early in regeneration while proliferation is decreased. To further test this hypothesis, we asked if we could see a shift in the transcriptomically defined cell cycle state accompanying the change in cell type representation. To this end we used the Seurat cell cycle phase predictor to predict the cell cycle phase of each cell in the neural lineage. In both the uninjured tail and at 24hpa, the NPCs are primarily predicted to be in S and G2M phases, the differentiating neurons are a mix of G2M and G1 phase, and the subtypes of differentiated neurons are primarily made up of G1 phase (Figure 4H/I). The uninjured tail neural lineage has 30% cells predicted in S phase, 16% cells predicted in G2M phase, and 54% cells predicted in G1 phase (Figure 5H/J). This distribution shifts markedly at the 24hpa timepoint, where the S phase falls to 17%, G2M falls to 7% and G1 increases to 76% (Figure 4I/K). Thus, at the 24hpa timepoint, there is a relative increase in the proportion of cells predicted to be in G1 phase and decrease in cells in G2/M/S phases. This correlates with the relative increase in differentiated neurons and decrease in spinal cord progenitors and differentiating cells and supports the hypothesis that NPCs are undergoing differentiation.

**Figure 5.**
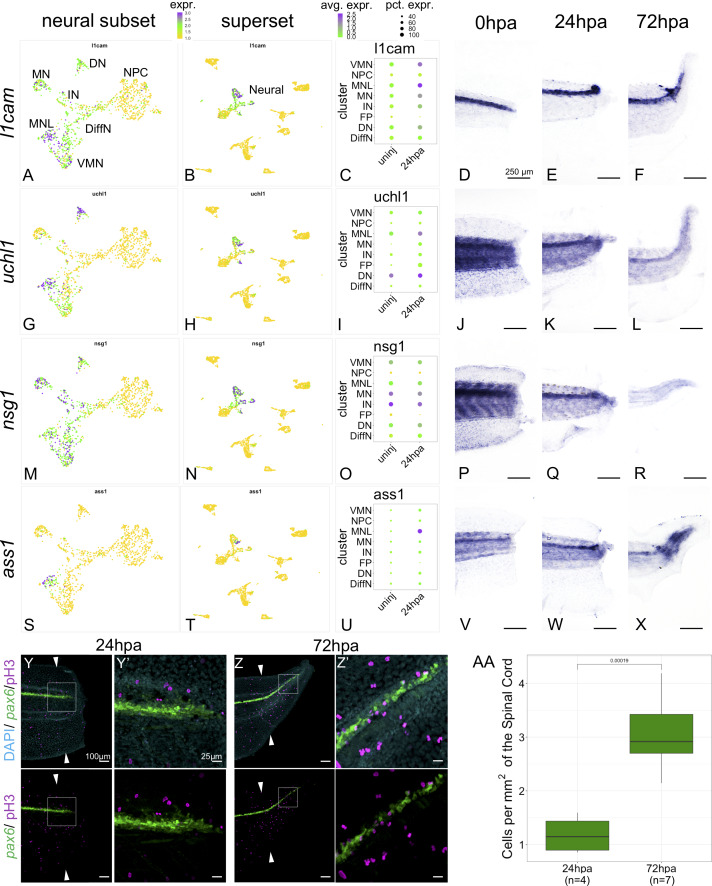
Markers of neuronal differentiation are increased at 24hpa and proliferation increases at 72hpa. UMAP plots of expression in the neural restricted subset of scRNA-Seq for (**A**) *l1cam*, (**G**) *uchl1*, (**M**) *nsg1*, and (**s**) *ass1*. UMAP plots of expression in the superset scRNA-Seq dataset for (**B**) *l1cam*, (**H**) *uchl1*, (**N**) *nsg1*, and (**T**) *ass1*. Note that the topology of neural cell clusters is slightly different when subset and reclustered to give high neural cluster resolution (**A,G,M,S**) than when neural cells are analyzed together with all other cell types (**E,K, Q, W**), but the same cells and expression data are included in both cases. Dot plots representing average expression of (**C**) *l1cam*, (**I**) *uchl1*, (**O**) *nsg1*, and (**U**) *ass1* per cluster and timepoint. In situ hybridization at 0hpa, 24hpa, and 72hpa for (**D–F**) *l1cam*, (**J–L**) *uchl1*, (**P–R**) *nsg1*, and (**V–X**) *ass1*. (**Y–Z’**) Representative images of 24hpa (Y/Y’) and 72hpa (Z/Z’) regenerated tails from a *pax6:GFP* transgenic tadpole stained for DAPI (cyan) and mitotic cells with phospho-histone3 (magenta). The white arrows indicate regeneration plane. (**Y’**) and (**Z’**) are enlarged images of the boxed areas in (**Y**) and (**Z**). (AA) Boxplot representing the number of cells per regenerated spinal cord area (mm^2^) at 24hpa and 72hpa. Statistics represent t-test performed between the two timepoints. Abbreviations: Neural Progenitor Cell (NPC), Differentiating Neuron (Diff), Interneuron (IN), Vulnerable Motor Neuron (VMN), Dopaminergic Neuron (DN), Motor Neuron Leptin+ (MNL), Motor Neuron (MN)). Figure 5—source data 1.PH3 Cell Count and Regenerated Spinal Cord Area.

We validated expression of several differentiated neuronal genes by in situ hybridization (ISH). We examined *l1cam*, *uchl1*, *nsg1* and *ass1* as candidate neuronal differentiation markers. All these genes are strongly expressed in one or more differentiated neuronal populations but are lowly expressed or absent in NPCs and non-neural cell types by scRNA-SEQ (Figure 5A–C,G–I,M–O,S–U). When examined by ISH all four genes are most strongly and distinctly expressed in the neural ampulla at 24hpa (Figure 5E,K,Q,W). As a further test of the hypothesis that proliferation is not prioritized until 72hpa, we used phospho-histone H3 (PH3) staining to quantify mitotic cells in optical longitudinal sections of the spinal cord that overlap with the *pax6* domain, finding that proliferative cells are significantly more abundant at 72hpa relative to 24hpa (Figure 5Y-AA). These findings further supported our model that differentiation is prioritized at 24hpa, and proliferation at 72hpa.

### Gene regulatory network prediction reveals Pbx3 and Meis1 as candidate regulators of neuronal regeneration

To better understand the factors governing NPCs fate decisions, our next goal was to identify transcription factors that could be directing fate transitions. We therefore integrated our ATAC-Seq data, scRNA-Seq data, and used bulk RNA-Seq data to predict gene regulatory networks occurring over regenerative time. We used HOMER to identify transcription factor (TF) binding sites in differentially accessible peaks associated with called GO terms (Figure 3A–C; Heinz et al., 2010). We then used our previously published bulk-RNA-Seq data (Chang et al., 2017) to confirm each HOMER-identified transcription factor and its targets were expressed at the timepoint of interest. Next we restricted our analysis to differentially accessible regions of the chromatin where TF binding sites were accompanied by differential gene expression in the single-cell RNA-Seq. Differential gene expression was performed between the uninjured and 24hpa timepoints in scRNA-Seq following parameters detailed in Materials and methods. These stringent criteria revealed two regulatory circuits spanning from 6hpa to 72hpa. One circuit predicts Meis1 as a regulatory factor that binds motifs near *runx2* and *etv1* at 24hpa, and Etv1 as a regulatory factor that binds motifs near *pbx3* at 24hpa (Figure 6A). Each of these four transcription factors also has numerous neuronal differentiation genes among its predicted targets. 

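The peaks nearest to the genes of this circuit were examined in the 13 pax6 samples, which add 4 libraries to those of the paper's comparisons. The authors' table, from the paper's 9 pax6 libraries, gives the runx2 promoter peak (chromosome 5, 143498365 to 143498764) the paper's log2 fold change of 0.93 from 6hpa to 24hpa (unadjusted p = 8.29e-05), and the etv1 promoter peak one of -0.67 (unadjusted p = 0.00927). In the 13 samples the runx2 promoter peak held 5.13 ± 1.45 CPM (SD, n = 3) at 6hpa and 8.24 ± 0.963 CPM (n = 3) at 24hpa, a log2 fold change of 0.70 (standard error 0.24, adjusted p = 0.711, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The etv1 peak with the smallest p, chosen among 15 (chromosome 6, 45598024 to 45598423), rose from 1.73 ± 0.334 to 3.43 ± 0.539 CPM (log2 fold change 1.00, adjusted p = 0.743). The pbx3 peak chosen among 11 (chromosome 8, 9993459 to 9993858) went from 5.32 ± 1.71 to 7.98 ± 0.355 CPM (log2 fold change 0.56, adjusted p = 0.788). Of the 57 peaks nearest to runx2, etv1, pbx3 and meis1, edgeR called 0 between 6hpa and 24hpa, with 6 at an unadjusted p under 0.05. Motif positions were not analysed here.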

In our scRNA-Seq dataset, *etv1, meis1, pbx3, and runx2* are all expressed in the neural cells and are therefore reasonable candidates to regulate neural cell fate transitions. Of these, *pbx3* was the most restricted to the neural lineage (Figure 4—figure supplement 1E,G), and was found in several neuronal cell types. Pbx3 and Meis1 are homeodomain transcription factors thought to coregulate targets in B-cell leukemia and proximal-distal patterning of the regenerating axolotl limb (Li et al., 2016; Mercader et al., 2005). In *Xenopus*, Meis1 is well-studied for its roles in neural crest and posterior neural fate specification, working together with Pbx1 (Kelly et al., 2006; Maeda et al., 2001; Maeda et al., 2002; Salzberg et al., 1999). Neither *pbx3* nor *meis1* have been described in neural regeneration, and so we decided to probe the function of these genes in neural development and regeneration in *Xenopus*.

**Figure 6.**
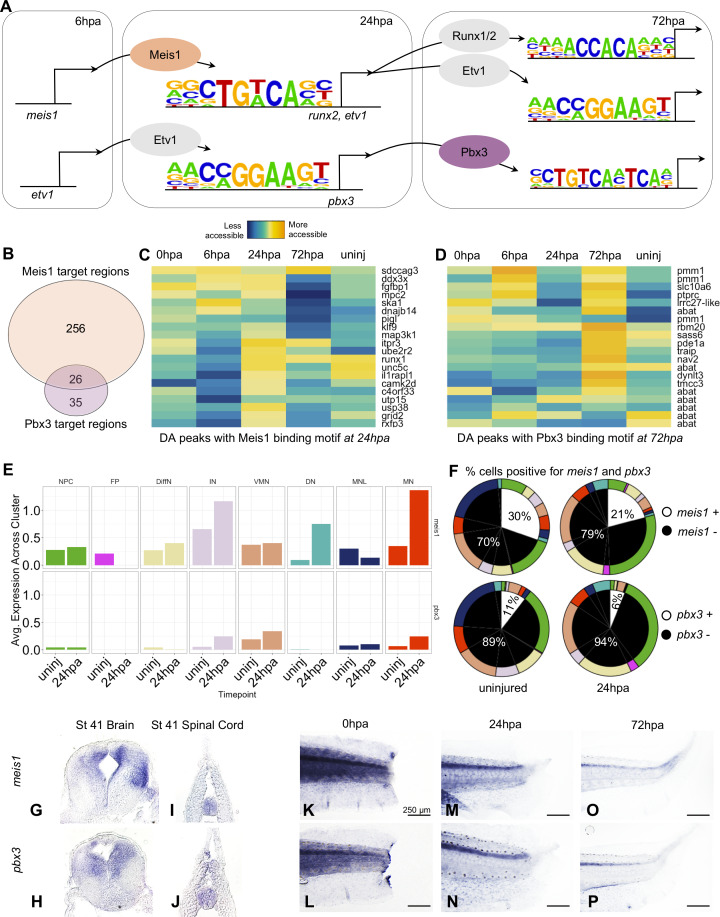
Gene regulatory network prediction identifies Meis1 and Pbx3 as key regulators of neural regeneration. (**A**) Predicted gene regulatory networks across regenerative time were derived from integrative analysis between ATAC-Seq and RNA-Seq data (See analysis in Materials and methods). Meis1 and Pbx3 emerged as candidate regulators of regeneration. (**B**) Venn diagram showing the number of Meis1 and Pbx3 target regions found in differentially accessible regions of the chromatin. The overlap represents regions where both Meis1 and Pbx3 binding motifs were found. (**C, D**) Heatmaps showing accessibility of 20 differentially accessible regions of the chromatin identified with binding sites for (**C**) Meis1 or (**D**) Pbx3. (**E**) Average gene expression of *meis1* and *pbx3* in each neural cell cluster in the scRNA-Seq data in the uninjured and 24hpa timepoints. (Abbreviations: Neural Progenitor Cell (NPC), Differentiating Neuron(DiffN), Interneuron (IN), Vulnerable Motor Neuron (VMN), Dopaminergic Neuron (DN), Motor Neuron Leptin+ (MNL), Motor Neuron (MN)). (**F**) Sunburst diagram showing the percentage of neural cells that are either positive or negative for *meis1* or *pbx3* gene expression (inside) and the percentage of each neural cluster positive or negative for the genes (outside). (**G–P**) In situ hybridizations for *meis1* and *pbx3* in transverse sections of the head (**G, H**) and tail (**I, J**) at stage 41. In situ hybridizations for *meis1* and *pbx3* at (**K, L**) 0hpa, (**M, N**) 24hpa, and (**O, P**) 72hpa.

We assessed target regions and differential accessibility for Pbx3 and Meis1 in the ATAC-Seq data, and gene expression in the scRNA-Seq data. Considered across all regenerative timepoints, Pbx3 and Meis1 have both independent and overlapping targets. A large fraction (26/61) of Pbx3 targets are shared with Meis1 (Figure 6B). 

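The genes shown as targets in Figure 6C and D were matched by symbol, 20 for Meis1 with 219 peaks and 12 for Pbx3 with 146 peaks. Because motif positions were not used here, all peaks nearest to these genes were counted. In the authors' table the paper's calls near Meis1 target genes are 14 peaks higher at 24hpa than at 6hpa (12 genes) and 9 higher at 24hpa than at 72hpa (9 genes). Near Pbx3 target genes they are 10 peaks higher at 72hpa than at 24hpa (10 genes) and 5 higher at 72hpa than in uninjured tails. In the 13 pax6 samples, with the 4 libraries the paper's comparisons left out, changes were counted at an unadjusted p under 0.01. A peak was higher at 24hpa than at 6hpa for 9 Meis1 target genes and lower for 1. For 3 Meis1 target genes a peak was higher at 24hpa than at 72hpa. No Pbx3 target gene had a peak changed between 24hpa and 72hpa at that threshold in either direction, while for all 12 the peak with the smallest p was higher at 72hpa, and 2 of the genes had a peak higher at 72hpa than in uninjured tails at that threshold. The same counts were made for peaks within 10 kb of a TSS. There, 2 of 17 Meis1 target genes had a peak higher at 24hpa than at 6hpa, and 1 had one lower. For 5 of 11 Pbx3 target genes the peak with the smallest p was higher at 72hpa than at 24hpa. For 0 of the 11 was a peak higher at 72hpa than in uninjured tails at that threshold. Over all distances, the smallest p among the Pbx3 target genes between 24hpa and 72hpa was that of a nav2 peak (scaffold_228, 118584 to 118983), with 11.4 ± 0.903 CPM at 24hpa and 15.3 ± 1.17 CPM (SD) at 72hpa (n = 3 each, log2 fold change 0.42, adjusted p = 0.899, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).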

Meis1’s target peaks are preferentially increased in accessibility at 24hpa, while Pbx3’s are overall increased at 72hpa. Both transcription factors have numerous neuronal differentiation factors among their targets (Figure 6C,D). When we examined expression of *meis1* and *pbx3* in our scRNA-Seq data, we found that transcripts for both factors were detected in multiple differentiated neuronal types, initially at low levels and in a small proportion of cells (Figure 6E, and white portions of left pie charts in F). Following injury, at 24hpa, expression of *meis1* increased to 30% of all neural cells (Figure 6F, upper right), driven by increases in interneurons (IN), dopaminergic neuron (DN), and especially motor neuron (MN) clusters (Figure 6E, top). At 24hpa expression of *pbx3* increased to 11% of all neural cells (Figure 6F bottom right), driven by a strong increase in motor neuron expression (Figure 6E, bottom). Both factors are therefore expressed in cell types likely to be completing differentiation at 24hpa, most notably the motor neurons.

Previously, spatial expression patterns for *meis1* have only been reported up to stage 29 (Maeda et al., 2002) and expression patterns for *pbx3* have not been reported in *Xenopus*. Therefore, we used in situ hybridization to characterize their expression in the tadpole. At stage 41, both *meis1* and *pbx3* are expressed in the uninjured brain and spinal cord (Figure 6G–J). In the posterior tail, expression of both factors is weak and diffuse immediately following injury (Figure 6K,L). However, by 24hpa, expression of both factors increases in the spinal cord (Figure 6M,N). By 72hpa, expression persists more weakly in the spinal cord. These analyses therefore indicate that *pbx3* and *meis1* are expressed in the spinal cord, increase in neuronal subtypes at 24hpa, and contribute to increased promoter accessibility at their target genes at 24hpa (particularly for Meis1) and 72hpa (particularly for Pbx3), some of which are likely co-regulated by both factors.

### Meis1 and Pbx3 are necessary for successful spinal cord and tail regeneration

We next asked whether Meis1 and Pbx3 are independently required for regeneration. To do so, we first injected morpholinos blocking translation of either *meis1* or *pbx3* into the dorsally fated blastomeres of 4 cell stage embryos to knockdown expression in the neural lineage (Figure 7—figure supplement 1B). Knockdown of either Meis1 or Pbx3 resulted in a similar phenotype in stage 41 tadpoles that included small or missing eyes, a shorter anteroposterior body axis and reduced pigment cell population (Figure 7—figure supplement 1C,D). We followed up on these phenotypes by repeating the injections with a second set of morpholinos against Pbx3 and Meis1. The second set of morpholinos phenocopy the original morpholino injections (Figure 7—figure supplement 1E,F). As a further confirmation, we designed and injected CRISPR guide RNAs targeting each of these genes together with Cas9 protein at the 4 cell stage, and were able to phenocopy the morpholino effects with this strategy as well (Figure 7—figure supplement 1G–J). When we stained stage 41 morphants with anti-neurofilament antibody, we found that their spinal cord and intersomitic axons were mispatterned, suggesting Meis1 and Pbx3 are necessary for proper development of the nervous system (Figure 7—figure supplement 2B–F). To bypass the early embryonic effects of Meis1 and Pbx3 knockdown, we designed the same MO sequences as tissue-permeable vivo-MOs. We injected either Pbx3 or Meis1 vivo-MO into the embryonic tail vein at the late tailbud stage (NF 35), and reared these embryos to stage 41 (Figure 7A). Neither vivo-MO caused gross morphological defects when delivered this way, but both vivo-MOs resulted in reduced axons in the spinal cord as assayed by neurofilament stains at stage 41 (Figure 7C,D), relative to control tadpoles injected with tracer only (Figure 7B).

**Figure 7.**
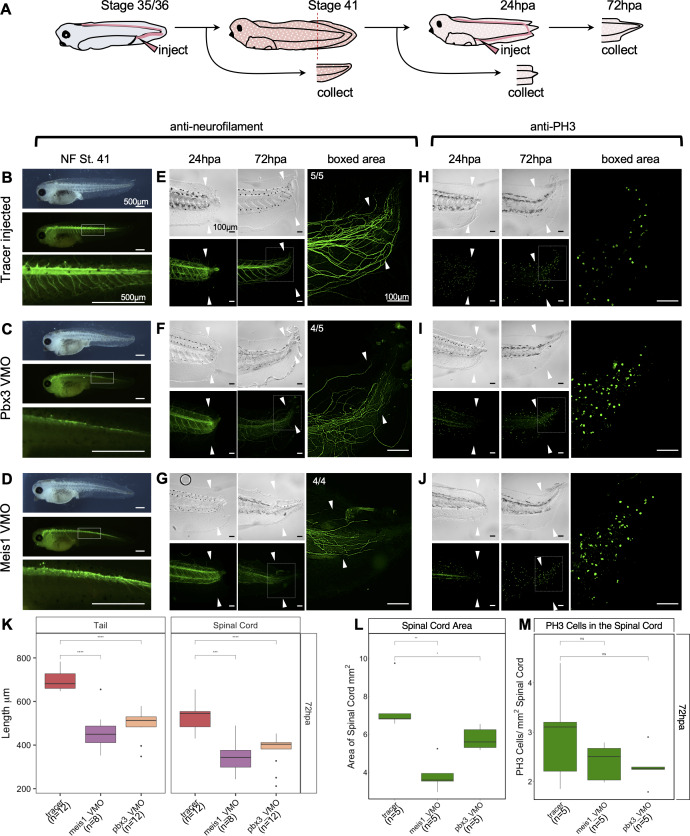
Pbx3 and Meis1 are independently required for successful regeneration of neural tissues and tails in response to injury. (**A**) Injection scheme for administering vivo-morpholino. Stage 35 tadpoles were injected with a tracer or vivo-morpholinos (VMO) targeting *meis1* or *pbx3* and allowed to grow 24 hr to stage 41. Stage 41 tadpoles were amputated and 24hpa regenerates were collected. (**B–D**) Stage 41, whole-mount tadpoles shown in brightfield and immunostained against neurofilament. The box in the middle image corresponds to the enlarged image below. These images are shown for (**B**) tracer injected, (**C**) Meis1 VMO injected, and (**D**) Pbx3 VMO injected tadpoles. (**E–J**) 24hpa and 72hpa regenerates were collected and stained for neurofilament (**E–G**) or PH3 (**H–J**). Top photos are in DIC and bottom photos are immunostained as indicated. White arrows indicate amputation plane. These images were collected for (**E, H**) tracer, (**F, I**) Meis1 VMO, and (**G, J**) Pbx3 VMO. (**K**) Regenerated tail and spinal cord lengths were measured and reported in boxplots. (**L**) Boxplot representing regenerated spinal cord area. (**M**) Boxplot representing PH3 cells per regenerated spinal cord area. Statistics represent a two-tailed t-test to determine significance between conditions. (ns = not significant, *<0.05, **<0.005, ***<0.0005, ****<0.00005). Figure 7—source data 1.Regenerated Tail Length Data for Vivo-Morphants. Figure 7—source data 2.PH3 Cell Count and Regnerated Spinal Cord Area for Vivo-Morphants.

**Figure 7—figure supplement 1.**
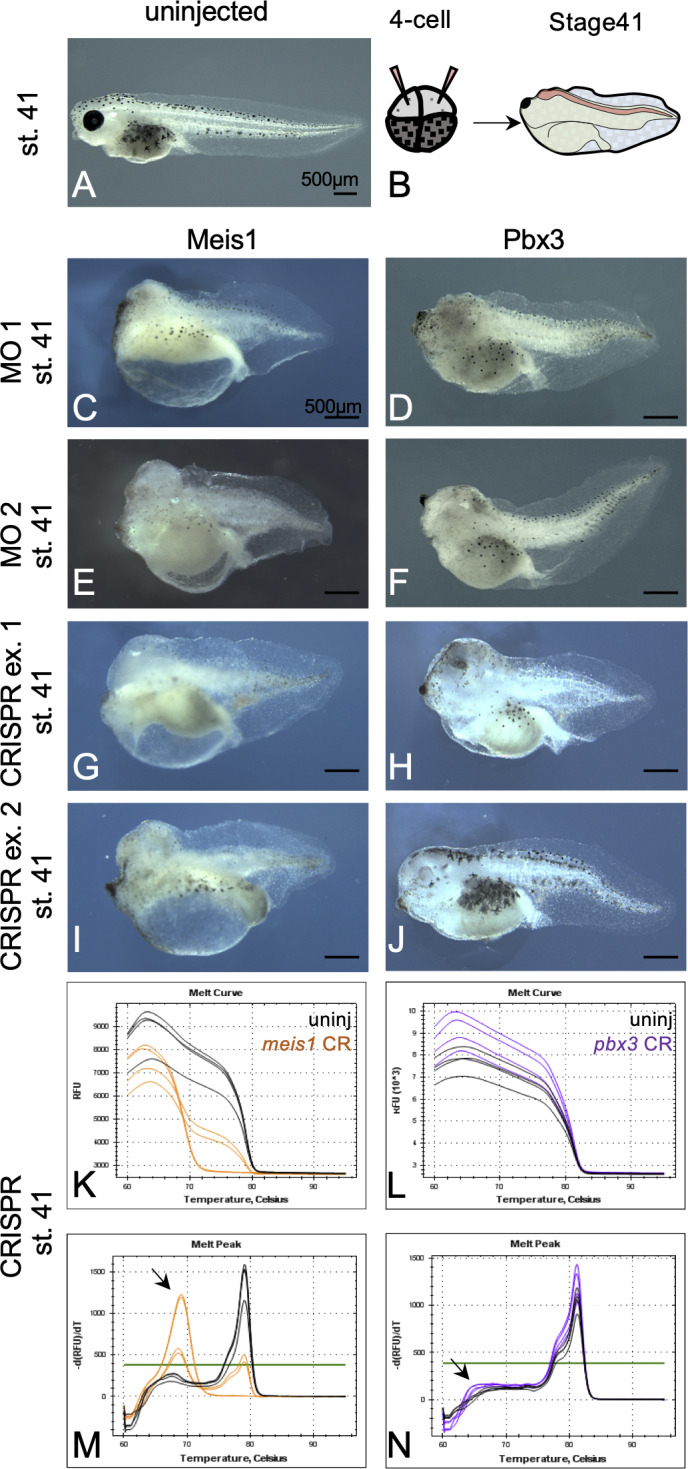
Embryonic Meis1 and Pbx3 morphants are characterized by small heads and missing or small eyes. (**A**) Uninjected, stage 41 tadpole. (**B**) Injection schematic showing injections were made in the two dorsally fated blastomeres at the 4 cell stage. (**C–F**) Stage 41, morphant tadpoles that were independently injected with two sets of translation blocking morpholinos against (**C, E**) Meis1 and (**D, F**) Pbx3. Two different MO sequences were used for each gene. (**G–J**) Stage 41, mutant tadpoles that were injected with Cas9 and gRNA against (**G,I**) *meis1* and (**H,J**) *pbx3*. Two representative animals are shown for each gRNA set; only one gRNA set was used per gene. (**K–N**) CRISPR mutant tadpoles were analyzed for mutations by high resolution melt (HRM) analysis. Melt curve and peak chart for (**K,M**) *meis1* and (**L,N**) *pbx3* are shown. Black lines depict wild-type siblings from the same clutch whereas orange lines represent *meis1* mutants and purple lines depict *pbx3* mutants. Black arrowheads indicate the position of curve shift for mutants relative to wild-type siblings.

**Figure 7—figure supplement 2.**
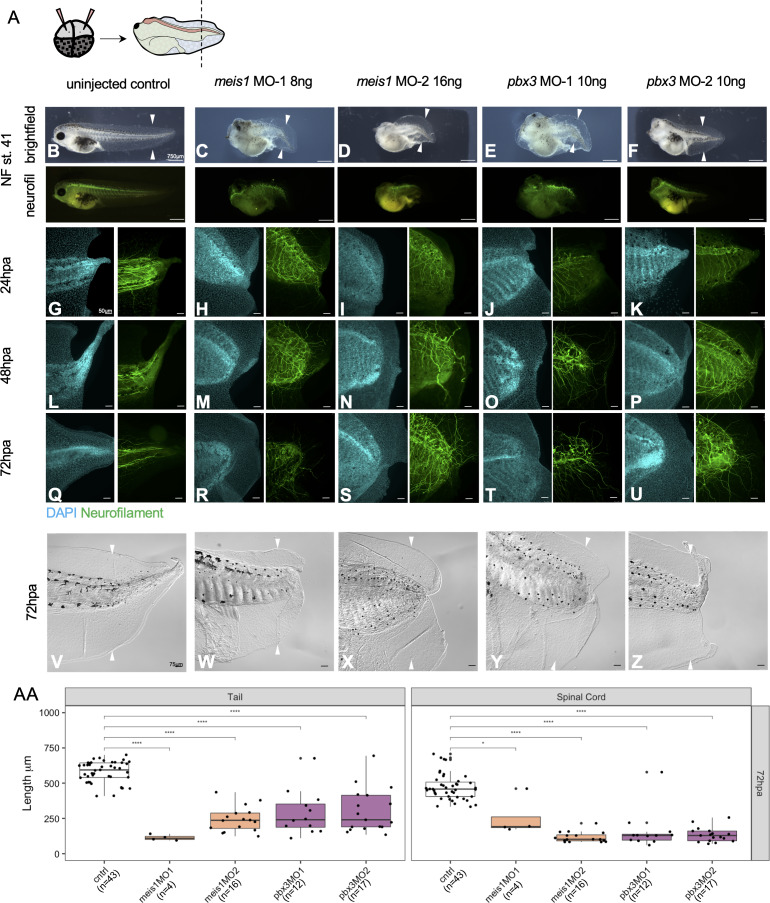
Meis1 and Pbx3 are independently necessary for successful regeneration of the axial tissue and neuronal patterning. (**A**) Experimental set up for morpholino injections and amputations. Two sets of morpholinos were injected per gene to dorsally fated blastomeres at the 4 cell stage. Embryos were reared to stage 41 for amputation. Representative images of uninjured stage 41 (**B**) control, (**C, D**) Meis1 morphants 1 and 2, and (**E, F**) Pbx3 morphants 1 and 2. Images are shown in bright field and immunostained for neurofilament. Stage 41 tadpoles were amputated and collected at (**G–K**) 24hpa, (**L–P**) 48hpa, and (**Q–U**) 72hpa. The cyan channel represents tails stained with DAPI and the green channel represents tails immunostained for neurofilament. Scale bar: 75 um. (**V–Z**) Brightfield images of the 72hpa tails. Scale bar: 50 um. (AA) Boxplots representing length of regenerated tail or spinal cord for each tadpole. Statistics represent a two-tailed t-test to determine significance between conditions. (*<0.05, **<0.005, ***<0.0005, ****<0.00005). Figure 7—figure supplement 2—source data 1.Regenerated Tail Length Data for Embryonic Morphants.

To specifically assay the effect of Meis1 or Pbx3 knockdown on regeneration, we injected either Meis1 or Pbx3 vivo-MOs at stage 35 as described above, reared these embryos to stage 41 and amputated tails. At 72hpa, both Pbx3 and Meis1 knockdown tadpoles have reduced and disorganized neurofilament staining relative to tracer-injected controls (Figure 7F,G, compare with E). We quantified the length of the regenerated tail in control and knockdown tadpoles at 72hpa, and found that both Meis1 and Pbx3 knockdown tadpoles have significantly shorter regenerated tails and spinal cords relative to tracer-injected control tadpoles (Figure 7K). Spinal cord area (measured in confocal optical longitudinal sections) is also significantly reduced in both morphants at 72hpa (Figure 7L), although the density of PH3 positive nuclei is not significantly changed relative to controls (Figure 7H–J,M). Embryos injected with either Meis1 or Pbx3 MOs at the 4 cell stage also caused neurofilament defects during regeneration, as well as shortened regenerated tails and spinal cords (Figure 7—figure supplement 2G-AA), although, we cannot rule out that some aspects of these phenotypes may be attributable to embryonic growth and patterning defects in the starting tail tissue. We conclude that Meis1 and Pbx3 are not only required for proper neural development but also for proper regeneration of the tail and spinal cord.

## Discussion

### Neural lineage-specific analysis of regeneration identifies new regulatory factors and target genes

The full regeneration of a lost structure requires integrated gene regulatory decisions by multiple cell types. These have been documented through genome-wide transcriptomic analyses of the entire regenerating structure, such as the *Xenopus* tail (Chang et al., 2017; Love et al., 2011), spinal cord (Lee-Liu et al., 2014), or axolotl limb (Dwaraka et al., 2019). However, in bulk analyses it remains uncertain which cell types are up- or down-regulating particular genes, and increased expression in one cell type may be canceled out by decreases in another. These concerns are equally problematic in bulk-tissue analysis of gene regulatory dynamics (through methods such as ChIP-Seq or ATAC-Seq). In some cases, this problem can be addressed by explanting the tissue of interest (Chung et al., 2014), but for rare cell types or morphologically complex structures this is not a tenable solution. Here we present a major advance for vertebrate regeneration by using flow-cytometry and scRNA-Seq to coordinately study chromatin accessibility and gene expression in neural progenitors during regeneration, a critical cell type for spinal cord regeneration (Fei et al., 2014; Gaete et al., 2012; Muñoz et al., 2015). By isolating neural progenitors, we are able to identify a unique chromatin landscape for these cells, including regulatory peaks that cannot be detected in bulk tissue analysis.

It is important to note the potential limitations of our analysis as well. While our FACS approach utilizing the *pax6:GFP* transgenic line captures a broad domain of neural progenitor cells, we recognize that not every NPC may have been captured. For example, there may be some Sox2+ NPCs that are *pax6*-, and these cells may contribute to regeneration in a distinct way that we did not capture. In particular, our confocal sections (Figure 1) suggest that the *pax6:GFP*+ domain captures a large window of progenitors along the dorsoventral axis but does not capture the dorsal most Sox2+ NPCs. Future analyses using other NPC reporters, as well as domain-specific reporters for region-specific subtypes of both neural progenitors and differentiated neurons, would be necessary to fully round out the picture of what transcriptional priorities are shared among progenitor subtypes and which are region-specific. We may have also captured cells that were *pax6*+ and Sox2-. Specifically, we may have captured some cells that were recently *pax6+* neural progenitors, and are now differentiating but retain GFP protein. This hypothesis would be well informed by birthdating neurons in the transgenic line to visualize if newborn neurons retain reporter GFP; however, for this set of experiments we acknowledge this potential caveat. Finally, while we find that Sox2 and *pax6:GFP* colocalize closely over much of their respective domains at stage 41, the very small size and delicacy of the regeneration bud at 24hpa precluded verification that these two markers continue to colocalize in the same way during the early stages of regeneration as the neural ampulla forms. Therefore while we expect that the spatial domains of these markers continue to overlap, and our scRNA-SEQ confirms that NPCs continue to express both of these markers, there may be subtleties to their spatial dynamics that reveal principles of NPC organization in regeneration that we did not capture.

Our study identified both novel candidate markers of specific neural lineages, and potential regulatory circuits directing regenerative decisions. Many of the genes we identified as differentially expressed and with differentially accessible promoters were not previously detected in bulk RNA-Seq or microarray analyses (Chang et al., 2017; Love et al., 2011). Of these, *pbx3* stands out as a gene with expression that is well-restricted to the neural lineage, becomes further restricted to differentiated neurons following injury, has a differentially accessible promoter itself, and has a target motif upstream of multiple differentially-expressed neuronal genes. Nevertheless, *pbx3* was not detected as differentially expressed in previous analyses of regeneration, likely because of the low overall expression levels of *pbx3*, and because expression changes are lineage-specific. 

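In the authors' table, from the paper's 9 pax6 libraries, the pbx3 promoter peak (chromosome 8, 9928489 to 9928888) is called in 1 of the 10 contrasts between timepoints, 6hpa against uninjured (the paper's log2 fold change 1.08, unadjusted p = 0.00433). Its log2 fold change between pax6 and all-tissue libraries is 0.21 (unadjusted p = 0.193). Over the 13 pax6 samples, which add 4 libraries, the pbx3 promoter peak held 1.61 ± 1.19 CPM (SD, n = 2) in uninjured tails, 3.21 ± 0.0632 CPM (n = 2) at 0hpa, 4.51 ± 1.19 CPM (n = 3) at 6hpa, 4.10 ± 0.712 CPM (n = 3) at 24hpa and 3.93 ± 1.41 CPM (n = 3) at 72hpa. Between 6hpa and 24hpa its log2 fold change was -0.17 (standard error 0.312, adjusted p = 0.969), and between uninjured tails and 72hpa it was 1.03 (standard error 0.404, adjusted p = 0.660, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same test, the other contrasts of the 10 were run after seeing the values. The pbx3 promoter peak was higher at 6hpa than in uninjured tails by a log2 fold change of 1.27 (standard error 0.398, unadjusted p = 0.00325, adjusted p = 0.703), and it was higher at 24hpa than in uninjured tails as well (unadjusted p = 0.00908, adjusted p = 0.821).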

Only by combining motif prediction from ATAC-Seq and the high-resolution expression data from scRNA-Seq did we bring this transcription factor to the top of our candidate list. Similarly, *meis1*, which is well-known as a regulator of neural and neural crest development (Erickson et al., 2010; Kelly et al., 2006; Machon et al., 2015; Mojsin and Stevanovic, 2010; Rataj-Baniowska et al., 2015; Stedman et al., 2009; Yamada et al., 2013), has not previously been detected in differential expression analyses during *Xenopus* regeneration. This may be because *meis1* is more broadly expressed, and bulk RNA-Seq was unable to capture the heterogeneity of expression changes *meis1* undergoes across multiple cell types.

### Evidence for a temporal uncoupling of differentiation and proliferation in the regenerating neural lineage

We find that *pax6*+ neural progenitors place an early priority on neuronal differentiation, and specifically on formation of interneurons and motor neuron subtypes by 24hpa, shown as a model in Figure 8A–C. This is supported by the widespread accessibility enrichment of neuronal differentiation genes specifically at 24hpa, by the decline in relative proportion of neural progenitors and transitioning neurons in favor of motor neurons and interneurons, and by a reduction in the number of cells in S/G2/M phases of the cell cycle.

**Figure 8.**
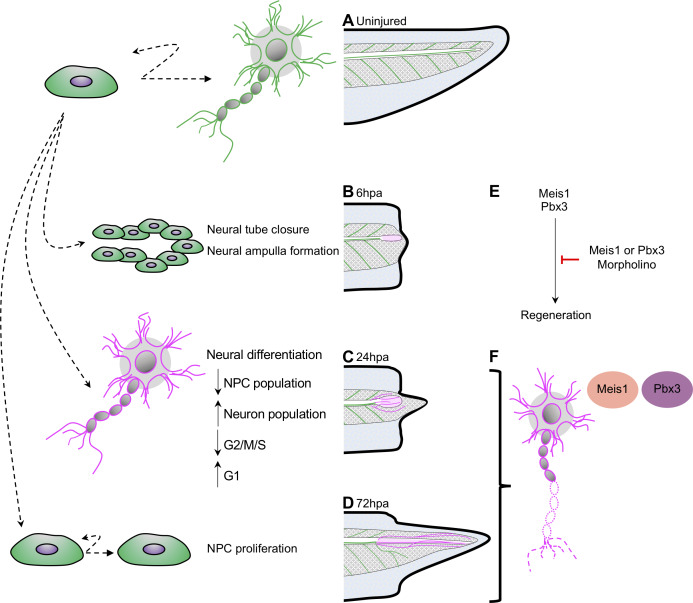
Model for neural progenitor regeneration. (**A**) In normal development, neural progenitor cells make cell fate decisions to proliferate or differentiate. From this study we predict from our ATAC-Seq and scRNA-Seq analysis that neural progenitors first prioritize (**B**) migration and tube morphogenesis at 6hpa, followed by (**C**) neural differentiation at 24hpa, and then (**D**) turn on proliferation programs at 72hpa. (**E**) From integrative analysis of these data sets, we identified *meis1* and *pbx3* as candidate regulators of NPC regeneration at 24hpa and 72hpa. Loss-of-function experiments suggest Meis1 and Pbx3 are necessary for successful regeneration as well as proper axonal patterning. Magenta shaded spinal cord represents NPCs in regenerated spinal cord. Magenta axons represent axons in the regenerated spinal cord and tail tissue.

Our finding that *pax6*+ progenitors prioritize differentiation before proliferation in regeneration represents an intriguing counterpoint to embryonic development, in which regional-specific proliferative neural progenitors can only later make the decision to undergo neurogenesis and exit the cell cycle (Hardwick et al., 2015). Transcriptional analysis of proliferating blastemal cells as well as recent pre-publication work in later-stage tadpoles of *Xenopus laevis* suggests the same model may also hold true in that species (Pelzer et al., 2020; Tsujioka et al., 2015).

The cell cycle exit and differentiation of some of the existing pool of neural progenitors and differentiating neurons at 24hpa results in a decline in these cell types and an increase in motor and interneurons. Not all progenitor cells exit the cell cycle however, and a residual population remains, from which we propose that additional progenitors are made by proliferation after 24hpa, in agreement with the emphasis placed on progenitor proliferation seen by ATAC-Seq at 72hpa and mitotic analysis by PH3 (Figure 8D). We expect that the organized formation and outgrowth of neuronal structures remains important from 24 to 72hpa, as axons visibly elongate, and that *pbx3* and *meis1* are important regulators of these processes based on their target gene accessibility profiles (Figure 8E/F). Our model agrees with numerous findings that there is little proliferation after tail amputation prior to 48hpa (Contreras et al., 2009; Gaete et al., 2012; Love et al., 2011; Pelzer et al., 2020; Tsujioka et al., 2015) and with bulk RNA-Seq analysis showing a transcriptional upregulation of axonogenesis and other neuronal differentiation genes (Chang et al., 2017). Our analysis suggests that early changes in neural cell identity and distribution, as well as the genes driving them, may represent an important early phase of regeneration that precede proliferation. In other regenerative vertebrates, specifically the anole lizards and geckos, spinal cord regeneration is incomplete; it includes formation of new axons along an ependymal cell tube, but does not include proliferation of progenitor cells to make a complete spinal cord (Duffy et al., 1990; Tokuyama et al., 2018; Wang et al., 2012). An interesting future direction would be to pursue whether program supporting axonogenesis may therefore have persisted in amniote lineages, where other features of complete spinal cord regeneration have been lost.

### Neural cell types preserve their identities in the regenerating *Xenopus* tail

The identities of specific neural cell types are readily assigned to the same clusters both before and after tail transection in *Xenopus*. This agrees with recent single-cell transcriptomic analysis of the regenerating *Xenopus laevis* tail and spinal cord, in which the majority of cell types can be clearly assigned at 1, 2 and 3 days after amputation (Aztekin et al., 2019; Pelzer et al., 2020). The predominant model for vertebrate regeneration remains the axolotl limb, in which the formation of a morphologically undifferentiated mesenchymal blastema has been well characterized through morphological, histological, transcriptional, and single-cell analysis (Currie et al., 2016; Gerber et al., 2018; McCusker et al., 2015). In the axolotl limb, scRNA-Seq shows that different connective tissue cell types lose their unique transcriptional identities early in regeneration and converge on a similar signature, as the blastema forms (Gerber et al., 2018). While the early *Xenopus* tail regenerate has also been described as a blastema (Gargioli and Slack, 2004; Tsujioka et al., 2015), its parallels to the axolotl blastema have been debated (Mochii et al., 2007), and our study confirms that diverse cell types retain well-discriminated transcriptional signatures as regeneration proceeds. This suggests that the molecular nature of the blastema may differ substantially between axolotls and *Xenopus*. In other regenerative contexts such as bone regeneration of the zebrafish fin, the formation of a blastema at the tip of each bony ray has been well documented (Knopf et al., 2011; Münch et al., 2013; Sousa et al., 2011). Global transcriptional responses to injury can therefore vary among regenerative vertebrate structures, which highlights the importance of multiple models for appendage regeneration.

### Pbx3 and Meis1 are required for axon organization and for tail regeneration

We identify two transcription factors, Pbx3 and Meis1, as transcriptional regulators acting upstream of neuronal differentiation genes during regeneration (Figure 8E). We show that these factors are both expressed in the regenerating spinal cord, with increased expression in motor neuron subtypes during regeneration. Loss of function of either factor results in disorganized neurofilament outgrowth with a failure of successful axial tissue regeneration. These factors are predicted to bind upstream of several dozen differentially accessible neuronal differentiation factors and are thus well-placed to drive the prioritization of neuronal differentiation we observe. Loss of either factor does not result in a failure to form neurofilaments, but does result in grossly disrupted organization of neurofilaments and reduced regeneration of the tail and spinal cord. Our data therefore suggests these factors may be critical for the proper re-formation and organization of differentiated neuronal structures. We note that even though the differentially accessible targets of Pbx3 are preferentially found at 72hpa, when proliferation is increasing, many targets of Pbx3 are shared with Meis1, and Pbx3 itself increases in expression in neuronal types by 24hpa. We therefore propose that Pbx3 and Meis1 contribute to the ongoing differentiation of neuronal structures from 24hpa to 72hpa (Figure 8F). Intriguingly, loss of either Pbx3 or Meis1 results in reduced tail regeneration overall. This may be due to interactions between regenerating nerves or neuronal structures and other axial structures, as regeneration of appendages has been shown to be nerve dependent in *Xenopus* and other systems (Farkas and Monaghan, 2017).

Pbx3 and Meis1 may work independently or as part of a complex. Pbx3 and Meis1 are known to heterodimerize and coregulate targets upstream of *hoxa9* during leukemia progression (Li et al., 2016; Machon et al., 2015). Meis1 also partners with the related protein Pbx1 in axolotl limb regeneration and neural development (French et al., 2007; Mercader et al., 2005; Mojsin and Stevanovic, 2010). Although their targets are incompletely overlapping in our regeneration data, they are co-expressed in several cell types, and so we do not rule out the possibility that they may also act as a complex in the tadpole tail. Neither *pbx3* nor *meis1* have been studied in neural regeneration. These two factors therefore represent exciting new candidates for regulating neuronal differentiation in regeneration.

### Conclusion

Taken as a whole, our study presents a coordinated analysis of chromatin accessibility and single cell transcriptomics in the regenerating neural lineage. We show that neural progenitors temporally uncouple their regulation of differentiation and proliferation, placing an earlier priority on differentiation of motor neuron subtypes. This new model represents an intriguing contrast to embryonic development. We computationally identify multiple candidate regulators of neural progenitor fate decisions in a regenerative context, and specifically highlight *pbx3* and *meis1* as critical regulators of neural development and regeneration.

## Materials and methods

Key resources can be found in the key resource table, Supplementary file 2. All data generated and analyzed in this paper can be found with the GEO accession GSE146837 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146837). Source files and analysis code can be found at https://gitlab.com/akakebee/kakebeen-et-al-2020 (Kakebeen, 2020; copy archived at https://github.com/elifesciences-publications/kakebeen-et-al-2020).

### *X. tropicalis* husbandry and use

Use of *Xenopus tropicalis* was carried out under the approval and oversight of the IACUC committee at UW, an AALAC-accredited institution. Ovulation of adult *X. tropicalis* and generation of embryos by natural matings were performed according to published methods (Khokha et al., 2002; Sive et al., 2010). Fertilized eggs were de-jellied in 3% cysteine in 1/9x modified frog ringer’s solution (MR) for 10–15 min. Embryos were reared as described (Khokha et al., 2002. Staging was assessed by the Nieuwkoop and Faber (1994) staging series. In this study we used both wild-type frogs and frogs from the triple transgenic line Xtr.Tg(pax6:*GFP*;cryga:*RFP*;actc1:*RFP*)Papal (Hartley et al., 2001; Hirsch et al., 2002; RRID:NXR_1.0021) reared and purchased from the National *Xenopus* Resource (https://www.mbl.edu/xenopus/; RRID:SCR_013731). *Pax6* transgenic matings were performed by crossing a heterozygous transgenic frog to a wild-type frog. These matings yielded clutches with 50/50 wt/*pax6:GFP*+ populations.

### Sectioning and imaging

For sectioning, tadpoles were fixed for 30 min in 10xMEMFA, 3.7% formaldehyde at room temperature. Tadpoles were then washed briefly in PBT and incubated in 4% sucrose in 1xPBS at 4C overnight. Tadpoles were embedded in Tissue Tek O.C.T. (Sakura 4583) in 10mmx10mmx5mm molds (Sakura 4565) and stored in the −80C until sectioning. Tadpoles were sectioned transversely at 14 µm with a cryostat (Leica). Sections that were not stained were baked onto slides on a heatblock and imaged within 24 hr to capture endogenous *pax6* reporter fluorescence. Images were acquired with a Lecia SP8 and UPDATE camera.

### *X. tropicalis* amputation assay

*X. tropicalis* were sorted for transgenic reporter fluorescence for regeneration assays. Tadpoles were anesthetized with 0.05% ms-222 in 1/9x MR and tested for response to touching prior to amputation surgery. Once fully anesthetized, a sterilized scalpel was used to amputate the posterior third of the tail. Amputated tadpoles were removed from anesthetic media within 10 min of amputation into new 1/9x MR. Tadpoles were left to regenerate at a density of no more than 3 tadpoles to 1 mL of media.

### Cell dissociation and fluorescent activated cell sorting (FACS)

#### Cell dissociation

At each timepoint, regenerating tadpoles were anesthetized until non-responsive to touch. A scalpel was used to amputate to the regenerated tail tissue (most posterior point to ~500 µm anterior of that point). Regenerated tail tips were collected and spun down at 1000xg. Media was taken off and ~60 tails were resuspended in 200 uL of 0.035 mg/ml liberase in PBS (Roche 05401119001). Tails were left to incubate for 20 min at room temperature. A p-200 was then used to pipet the tails up and down gently and break up tail tissue. Once no visible chunks were apparent, cells were spun down for 3 min at 1000xg. Supernatant was disposed and cells were washed with 180 uL of 1xPBS. Cells were then spun once more for 1 min at 1000xg and supernatant disposed. Cells were resuspended in 200–300 uL of 1xPBS and filtered through a 70 µm cell filter (Fisher 22-363-548) into a FACS tube. Cells were kept on ice until sorting.

#### FACS

Cell sorting and collecting were performed through on the BD FACS Aria III Cell Sorter (BD Biosciences). Wild-type samples were used as negative controls to set sorting gates to exclude any autofluorescence from our true GFP signal. Cells were sorted based on selection from three criteria. FSC x SSC were used to select for cells based on size and granularity. From this population, cells were visualized with the FSC-W x FSC-H dimensions to select for singlets and exclude doublets. The doublets were then visualized in a histogram where GFP was the x-axis. For GFP gate setting, selection gates were drawn for all area without cells in the wild-type tails. Here we assume that any GFP-signal is autofluorescence and need be selected against. Positive control transgenic tadpoles were used to test for GFP signal. Cells were passed through the sorter and collected through a 70 µm nozzle. Cells were collected into 50 uL of 1xPBS. For *pax6* samples, GFP+ and GFP- cells were collected into separate tubes and for all-tissue samples, GFP+ and GFP- cells were collected into the same tube.

### Quantitative RT-PCR

For RT-PCR, either GFP+ cells or GFP- cells were collected from the flow cytometer directly into RNA lysis buffer. Between 2000–4000 cells were collected for each condition from uninjured tail tips. Cells were then agitated at 42C for 45 min. RNA/DNA were extracted and purified from the lysed cells by phenol:chloroform extraction with subsequent ethanol precipitation. Samples were then DNAse treated to remove DNA. To make cDNA from the RNA, we used the Superscript III reverse transcriptase kit (ThermoFisher 18080044). Amplifications were carried with iQ SYBR Green Supermix (BioRad 1708882) for 40 cycles of: 95C:10 s, 57C:30 s after initial 2minutest at 95C. Primers used for *gfp, pax6, actc1, tubb2* are provided Supplementary file 2.

### ATAC-Seq library preparation

Within 30 min of cell sorting, cells were prepared for transposition. (See Supplementary file 1 for details of cells sorted for each sample). Cells were spun down for 3 min at 1000xg and supernatant was discarded. Cells were resuspended in 15 uL of TN5 reaction mix using the TN5 enzyme, buffer, and water from the Nextera DNA Sample prep kit (Illumina 15028212). Cells were transposed for 1 hr at 37C. Post transposition, cells were removed from 37C and DNA was purified using the Qiagen MinElute kit (Qiagen 28206). DNA was eluted in 10 uL of buffer EB. Purified DNA was then amplified using the 2xNEB PCR Master Mix (NEB M0541L), a universal forward primer, and an indexed reverse primer from the i7 Illumina series. Initial amplification as follows: 72C:5 min, 98C:30 s, then 5 cycles of 98C:10 s, 63C:30 s, 72C:1 min. 5 uL of the initial PCR product was then used for a 15 µl side qPCR reaction to determine how many more cycles to run to stop amplification prior to saturation. The side reaction was carried out as follows: 98C:30 s, then 30 cycles of 98C:10 s, 63C:30 s, 72C:1 min. The number of cycles was determined by taking the range of the starting and ending CT values and dividing that number by 4, then identifying how many cycles the sample had gone through at the derived CT value. The initial PCR reactions were then run for the calculated number of extra cycles and removed from the thermo cycler. Amplified samples were purified with the Qiagen MinElute kit and eluted in 20 uL of buffer EB. 5 uL of purified PCR product were run out on a 5% acrylamide gel in 1xTBE at 100V for ~45 min. Gels were stained with Ethidium Bromide and imaged on the gel imager (BioRad). Samples with sufficient periodic bands, relating to length of DNA to wrap a mono-, di-, tri- nucleosome, were then run out on a bioanalyzer. Library concentrations were taken using the Qubit high sensitivity dsDNA assay. Libraries were pooled by normalizing library concentrations to the lowest concentration and adding equal volumes of libraries for a minimum of 5 ng of each library.

Libraries were sequenced on the Illumina Next-Seq platform across three NextSeq 500 High Output Kit v2.5 (150 cycles, Illumina CAT. 20024907). Libraries were sequenced with, paired end, 75 bp reads at the Sound Genomics facility.

### ATAC-Seq analysis pipeline

#### Trimming adaptors and alignment

Adapters were trimmed from reads and low-quality sequences (Phred < 33) were removed using Trim Galore!. Reads were aligned to xtropicalis9.0 using Bowtie2 (option:–very-sensitive) (Langmead and Salzberg, 2012; Langmead et al., 2019). Duplicate reads were marked using Picard ‘MarkDuplicates’ (http://broadinstitute.github.io/picard/). Duplicate reads were removed using SAMtools. Bigwigs were generated using a custom script (https:// rpubs.com/achitsaz/98857) and visualized in IGV.

#### Peak calling

Peaks were called using MACS2 (options:–nomodel–shif −100–extsize 200) (Zhang et al., 2008). Consensus peak set used for differential accessibility were called on a merged bam of all ATAC-seq files used in this experiment.

#### Peak annotation

Annotation and genomic feature enrichment analysis. Annotation of ATAC-seq peaks and genomic annotation enrichment analysis were performed using GenomicRanges (Lawrence et al., 2013), matching each peak to the nearest TSS using Xtropicalisv9.0.Named.primaryTrs.gff3 from Xenbase.

#### Differential accessibility analysis

Differential accessibility analysis in ATAC-seq peaks. Differential accessibility across ATAC-seq sample groups was determined as detailed in the edgeR users guide (Robinson et al., 2010). To define the regions for differential accessibility analysis, peaks were called on a merged bam of all ATAC-seq samples in this experiment. A matrix of counts for all samples was then generated using the ‘featureCounts’ in the Rsubread package (options: isPairedEnd = TRUE, maxFragLength = 2000). The counts matrix was filtered to select rows having at least one count per million in n−one samples to minimize the influence of variability at the threshold for sensitivity on the analysis.

### Gene Ontology analysis

#### GO:BP analysis (gprofiler2)

Using differential accessibility flags, we identified all regions more accessible in the indicated contrast. The TSS annotation of these regions was used as input for gene ontology analysis. GO analysis was carried out using the ‘gprofiler2’ R package (Raudvere et al., 2019). The command ‘gost’ was used to call GO terms (options: query = DA peak list, organism=”hsapiens’, sources=”GO:BP’, evcodes = TRUE).

#### Reduce Redudancy (ReviGO)

To reduce redundancy of GO terms, we used the online resource ReviGO (http://revigo.irb.hr/) (Supek et al., 2011). We input GO IDs and p-values into ReviGO and used the following parameters to run the analysis: allowed similarity = tiny(0.4), p-values, database with GO term sizes = *Homo sapiens*, Semantic similarity measure = SimRel. We then saved the output. CSV file for further plotting and analysis in R.

### Single cell RNA-Seq library preparation

GFP+ cells from ~500 tails were collected for single cell analysis using the above methods but scaled for 500 tails. After sorting, cells were immediately washed with 1xPBS and diluted to a concentration of 1000 cells/µl based on the 10x Genomics guidelines. We aimed for capture of 10,000 cells using the 10x Genomics Platform. Single-cell mRNA libraries were prepared using the single-cell 3’ solution V2 kit (10x Genomics). Quality control and quantification assays were performed using a Qubit fluorometer (Thermo Fisher) and a D1000 Screentape Assay (Agilent). Libraries were sequences on an Illumina NextSeq 500 using 75-cycle, high output kits (reads 1: 26 cycles, i7 Index: eight cycles, read 2: 57 cycles). Each sample was sequenced to average read depth of 16 million total reads. This resulted in an average read depth of ~15,000 reads/cell after read depth normalization.

### Single cell RNA-Seq data processing

Cellular barcodes and µMis were determined using Cell Ranger 2.0.2 (10X Genomics) and cells were filtered to include only high-quality cells. Cell ranger defaults for selecting cell-associated barcodes versus barcodes associated with empty partitions were used.

### UMAP visualization and clustering

#### Clustering and integration of all cells in uninjured tail and 24hpa

We used Seurat V3.0 for analysis of scRNA-Seq data (Butler et al., 2018; Butler et al., 2018). To reduce dimensions and cluster cells for the uninjured and 24hpa data sets, we followed Seurat’s ‘Integrating stimulated vs. control PBMC datasets to learn cell-type specific responses’ vignette (https://satijalab.org/seurat/v3.1/immune_alignment.html). We created Seurat objects from CellRanger processed data with the command ‘CreateSeuratObject’ (options: min.cells = 5). We then removed cells that had less than 500 RNA features by subsetting data (options: subset = nFeature_RNA >500). Cells were normalized (‘NormalizeData’) and variable features were found with ‘FindVariableFeatures’ (options: selection.method = ‘vst’). Integration anchors for the two data sets were identified with ‘FindIntegrationAnchors’ (options: dims = 1:20) and the integration of the data sets was performed with ‘IntegrateData’ (options: dims = 1:20). The integrated data set was then scaled (‘ScaleData’) and principle components were found with the command ‘RunPCA’ (options: npcs = 60). We then reduced dimensions using Uniform Manifold Approximation and Projection (UMAP). We did so by using ‘RunUMAP’ (options: npcs = 40). Next we clustered cells by first finding nearest neighbors with ‘FindNeighbors’ (options: reduction=”pca’, dims = 40) and then calling clusters with ‘FindClusters’ (options: resolution = 0.7).

#### Subsetting of neural cells in uninjured tail and 24hpa

We used neural marker genes (*sox2, neurog1, neurod1,* and *elavl4*) to determine which cell clusters were neural cells. To subset the data set, we used ‘SubsetData’ (options: ident.use = c(1,4,5,13,15). The subset data was scaled, and principle components were called. ‘RunUMAP’ and ‘FindNeighbors’ was run (options: reduction=”pca’, dims = 1:20). ‘FindClusters’ was then run to establish neural clusters (options: resolution = 0.4).

### Marker identification and differential expression analysis

#### Cluster markers

To identify genes that define each cluster, we used Seurat’s ‘FindMarkers’ command (options: ident.1 = Cluster of interest, min.pct = 0.3, only.pos = TRUE, assay = ‘RNA’). This command was run for all seven subset neural clusters.

#### Differential gene expression across timepoints

To identify genes that were differentially expressed between uninjured and 24hpa tail cells, the Seurat function ‘FindMarkers’ was used. (options: ident.1 = Cluster of interest_uninjured, ident.2 = Cluster of interest_24hpa, min.pct = 0.3, assay = ‘RNA’).

### Cell cycle prediction analysis

#### Cell cycle prediction

To predict the cell cycle of cells sequenced in our scRNA-Seq, we followed the methods outlined in the Seurat Vignette ‘Cell-Cycle Scoring and Regression’ (https://satijalab.org/seurat/v3.1/cell_cycle_vignette.html). Genes defining ‘S’ phase and ‘G2M’ phase were called from a pre-loaded list of cell cycle markers from Kowalczyk et al. (2015). These genes were then used in the Seurat command ‘CellCycleScoring’ to predict cell cycle phases (options: s.features = s.genes (from Seurat), g2m.features=g2 m.genes(from Seurat), set.ident = TRUE).

### Gene regulatory predictions

#### Motif Finding

We used the ‘findMotifsGenome.pl’ command to identify all known binding motifs from the Homer motif library in differentially accessible peaks (Heinz et al., 2010). The motifs were then appended to the ATAC-Seq differential accessibility table by matching peak names. This table gave us a called peak, the TSS annotation of that peak, motifs called in the peak, and transcription factor binders of the called motif.

#### Bulk RNA-Seq integration

TSS annotations were used to vet table for genes that are expressed at the given timepoint. To do so, we subsetted the table for genes that were expressed in bulk RNA-Seq data from Chang et al. (2017).

#### GRN prediction across regenerative time

Using a homemade script, we identified DA regions at 6hpa that had binding motifs in 24hpa DA peaks. We then identified DA regions at 24hpa that had binding motifs in 72hpa DA peaks. To connect the timepoints, we identified targets of TFs with motifs at 24hpa, then asked whether those targets had binding motifs at 72hpa. To narrow down potential GRNs to follow up on, we asked whether the genes were expressed in neural cells in the scRNA-Seq data in the uninjured at 24hpa cells and whether they were differentially expressed.

### Whole-Mount in situ hybridization

Embryos and larval tadpoles were fixed in 1xMEMFA, 3.7% Formaldehyde for 2–6 hr at room temperature or overnight at 4C. *X. tropicalis* multibasket in situ hybridization protocols were followed as described in Khokha et al. (2002). For plasmids used for in situ hybridization probes, see reagents table). Whole mount in situ tadpoles were imaged on a Leica M205-FA with a D5C550 camera.

### Morpholino microinjections

Morpholinos were ordered from Gene Tools. BLAST searches for both morpholinos for Meis1 and Pbx3 using the *X. tropicalis* v9.1 genome identified just one target in the correct gene for each of the 4 MOs, and no off target binding elsewhere in the genome.

#### Dorsal blastomere injections

Wild-type *X. tropicalis* embryos were staged to NF stage 3 (4 cell). Using a microinjector, the two dorsally-fated blastomeres were both injected with 2 nL of morpholino mix. Morpholino mix contained a morpholino against *meis1 (*MO1:8 ng or MO2:16 ng) or against *pbx3* (MO1:10 ng or MO2:10 ng) and a labeled dextran tracer (used at 2 mg/mL, ThermoFisher D1817). Embryos were screened at stage 18 for bilateral red fluorescence in the nervous system tissues. Neurulas were raised to stage 41 and used for regeneration assays. Morphant regenerates were collected at 24hpa, 48hpa, and 72hpa for measurement analysis.

#### Tail vein injections

Wild-type *X. tropicalis* embryos were staged to NF embryonic stage 35–36 (pre-hatching stage). Tadpoles were anaesthetized with MS-222 and moved from culture dish to an agarose coated dish in one drop. Surrounding media was removed. Using a microinjector, a pulled needle containing VIVO-morpholino and labeled dextran tracer was inserted into the ventral tail vein in the posterior tail and 3 × 2 nL injections were delivered (20 ng). Embryos were returned to fresh media and screened for tracer fluorescence in the blood stream. Injected tadpoles were grown 24 hr to stage 41 and amputated. At 24hpa, tadpoles to be collected at 72hpa were re-injected into the tail vein as before.

### CRISPR-mediated mutation

#### sgRNA Design,Preparation, and Injection

sgRNAs were designed targeting meis1 and pbx3 using CRISPRSCAN (https://www.crisprscan.org/?page=gene) (options: organism = ‘Frog-*Xenopus tropicalis*’, Gene = ‘pbx3’ or ‘meis1’, Cas9-NGG, In Vitro T7 promoter). PCR was performed as described in Bhattacharya et al. (2015). SgRNA was transcribed using T7 mMachine kit (Ambion). Guides were injected into 2 blastomeres of 4 cell embryos with 1.5 ng Cas9 (Bhattacharya et al., 2015; Nakayama et al., 2013). All guides were injected at a dose of 400 pg/embryo.

### Immunohistochemistry

#### Whole*-*mount

*X. tropicalis* tadpoles were fixed for 20 min in 10xMEMFA, 3.7% formaldehyde at room temperature. To preserve reporter fluorescence, tadpoles were kept dark upon fixing. Tadpoles were permeabilized by washing 3 × 20 min in PBS + 0.01% Triton x-100 (PBT). Tadpoles were blocked for 1 hr at room temperature in 10% CASblock (Invitrogen #00–8120) in PBT. Then tadpoles were incubated in primary antibody (1:50 neurofilament associated antigen, DSHB 3A10; 1:1000 Anti-Histone H3 (tri methly K9, Phospho S10), Abcam 14955) diluted in 100% CAS-block overnight at 4°C. Tadpoles were then washed 3 × 10 min at room temperature in PBT and reblocked for 30 min in 10% CAS-block in PBT. Secondary antibody (goat anti-mouse 488, ThermoFisher A11001 or goat anti-mouse 555, ThermoFisher A21422) were diluted 1:500 in 100% CAS-block and incubated for 2 hr at room temperature.

#### Sections

Sections were baked onto slides on a heat block for 1 hr. Once slide had cooled, a hydrophobic barrier was drawn around the sections with a PAP pen (cat) and left to dry. Once dry, sections were washed with PBT 3 × 10 min. Sections were then blocked for 1 hr in 10% CASBlock followed by incubation in primary antibody overnight at 4C (1:50 neurofilament associated antigen, DSHB 3A10; 1:100 anti-DCX, Cell Signaling Technology 4604S; 1:200 anti-Sox2, Cell Signaling Technology 2748S). The following day, primary antibody was removed and replaced with a brief wash in PBT. Sections were blocked for 30 min followed by 2 hr incubation in secondary antibody at room temperature (1:500 goat anti-mouse 555, ThermoFisher A21422; 1:500 goat anti-rabbit 594, ThermoFisher Cat. A-21422).

For both whole-mount and sections, tadpoles were then washed 3 × 20 min in PBT. Tadpoles were then incubated in 1:2000 DAPI (Sigma D9542) for 10 min before being washed with 1xPBS for 10 more minutes. Isolated tails were mounted on slides in ProLong Gold (ThermoFisher P36930). Images were acquired with a Leica SP8 confocal microscope.

### Regenerated tissue measurement and analysis

#### Measurement

To measure regenerated length of spinal cord and tail, regenerated tails were mounted on slides and were imaged on the Images were acquired with a Lecia DM 5500 B microscope with the 10x or 20x objective. Using the Leica imaging software (LasX), measurements were taken from the amputation plane to the most posterior point of the axial tissues for tail length and amputation plane to most posterior point of the spinal cord for spinal cord length. We used morphological features such as disruption to somite chevron morphology to identify the amputation plane.

#### Analysis

We used the R package ggplot2 to plot boxplots of the regenerate measurement data. A single regenerated tadpole was treated as one measurement. A two-tailed t-test was used to test how different the uninjected controls were from the morphants. Statistical analysis was performed using the R package ggpubr.

### PH3 cell quantification

24hpa and 72hpa regenerated tails stained with anti-PH3 and DAPI were imaged on a Leica DM 5500 B Microscope with a 20x objective. Z-Stacks were acquired encompassing the entire spinal cord in focus, while excluding the most outer structures (i.e. epidermis) and max projected. In FIJI, the regenerated spinal cord in was identified and outlined in the DAPI channel to create a region of interest. The region of interest was transferred to the PH3 channel, and the area of the region was taken. PH3+ cells were counted manually within the region of interest. Quantifications were reported as PH3+ cells per spinal cord area. Significance was tested by using a two tailed t-test between conditions in question. This test was performed with the R package ggpubr.

## Data Availability

Sequencing data has been deposited in GEO under accession code GSE146837 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146837). The following datasets were generated: KakebeenAChitsazanAWilliamsMSaundersLWillsA2020Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitorsNCBI Gene Expression OmnibusGSE14683010.7554/eLife.52648PMC725057432338593 KakebeenAChitsazanAWilliamsMSaundersLWillsA2019Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitorsNCBI Gene Expression OmnibusGSE14683610.7554/eLife.52648PMC725057432338593 KakebeenAChitsazanAWilliamsMSaundersLWillsA2020Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitorsNCBI Gene Expression OmnibusGSE14683710.7554/eLife.52648PMC725057432338593 The following previously published dataset was used: ChangJBakerJWillsA2017RNA-Seq of Xenopus tail regenerationNCBI Gene Expression OmnibusGSE88975

## References

[bib1] Alaynick WA, Jessell TM, Pfaff SL (2011). SnapShot: spinal cord development. Cell.

[bib2] Aztekin C, Hiscock TW, Marioni JC, Gurdon JB, Simons BD, Jullien J (2019). Identification of a regeneration-organizing cell in the *Xenopus* tail. Science.

[bib3] Becht E, McInnes L, Healy J, Dutertre CA, Kwok IWH, Ng LG, Ginhoux F, Newell EW (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nature Biotechnology.

[bib4] Beck CW, Christen B, Slack JM (2003). Molecular pathways needed for regeneration of spinal cord and muscle in a vertebrate. Developmental Cell.

[bib5] Beck CW, Izpisúa Belmonte JC, Christen B (2009). Beyond early development: *Xenopus* as an emerging model for the study of regenerative mechanisms. Developmental Dynamics.

[bib6] Bel-Vialar S, Medevielle F, Pituello F (2007). The on/off of Pax6 controls the tempo of neuronal differentiation in the developing spinal cord. Developmental Biology.

[bib7] Bhattacharya D, Marfo CA, Li D, Lane M, Khokha MK (2015). CRISPR/Cas9: an inexpensive, efficient loss of function tool to screen human disease genes in *Xenopus*. Developmental Biology.

[bib8] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nature Methods.

[bib9] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature Biotechnology.

[bib10] Chang J, Baker J, Wills A (2017). Transcriptional dynamics of tail regeneration in *Xenopus tropicalis*. Genesis.

[bib11] Chernoff EAG, Sato K, Salfity HVN, Sarria DA, Belecky-Adams T (2018). Musashi and plasticity of *Xenopus* and axolotl spinal cord ependymal cells. Frontiers in Cellular Neuroscience.

[bib12] Chung MI, Kwon T, Tu F, Brooks ER, Gupta R, Meyer M, Baker JC, Marcotte EM, Wallingford JB (2014). Coordinated genomic control of ciliogenesis and cell movement by RFX2. eLife.

[bib13] Contreras EG, Gaete M, Sánchez N, Carrasco H, Larraín J (2009). Early requirement of hyaluronan for tail regeneration in *Xenopus* tadpoles. Development.

[bib14] Currie JD, Kawaguchi A, Traspas RM, Schuez M, Chara O, Tanaka EM (2016). Live imaging of axolotl digit regeneration reveals spatiotemporal choreography of diverse connective tissue progenitor pools. Developmental Cell.

[bib15] Delile J, Rayon T, Melchionda M, Edwards A, Briscoe J, Sagner A (2019). Single cell transcriptomics reveals spatial and temporal dynamics of gene expression in the developing mouse spinal cord. Development.

[bib16] Dhorne-Pollet S, Thélie A, Pollet N (2013). Validation of novel reference genes for RT-qPCR studies of gene expression in *Xenopus tropicalis* during embryonic and post-embryonic development. Developmental Dynamics.

[bib17] Duffy MT, Simpson SB, Liebich DR, Davis BM (1990). Origin of spinal cord axons in the lizard regenerated tail: supernormal projections from local spinal neurons. The Journal of Comparative Neurology.

[bib18] Dwaraka VB, Smith JJ, Woodcock MR, Voss SR (2019). Comparative transcriptomics of limb regeneration: identification of conserved expression changes among three species of Ambystoma. Genomics.

[bib19] Erickson T, French CR, Waskiewicz AJ (2010). Meis1 specifies positional information in the retina and tectum to organize the zebrafish visual system. Neural Development.

[bib20] Ericson J, Rashbass P, Schedl A, Brenner-Morton S, Kawakami A, van Heyningen V, Jessell TM, Briscoe J (1997). Pax6 controls progenitor cell identity and neuronal fate in response to graded shh signaling. Cell.

[bib21] Farkas JE, Monaghan JR (2017). A brief history of the study of nerve dependent regeneration. Neurogenesis.

[bib22] Fei JF, Schuez M, Tazaki A, Taniguchi Y, Roensch K, Tanaka EM (2014). CRISPR-mediated genomic deletion of Sox2 in the axolotl shows a requirement in spinal cord neural stem cell amplification during tail regeneration. Stem Cell Reports.

[bib23] Filoni S, Bosco L (1981). Comparative analysis of the regenerative capacity of caudal spinal cord in larvae of serveral anuran amphibian species. Acta Embryologiae Et Morphologiae Experimentalis.

[bib24] French CR, Erickson T, Callander D, Berry KM, Koss R, Hagey DW, Stout J, Wuennenberg-Stapleton K, Ngai J, Moens CB, Waskiewicz AJ (2007). Pbx homeodomain proteins pattern both the zebrafish retina and tectum. BMC Developmental Biology.

[bib25] Gaete M, Muñoz R, Sánchez N, Tampe R, Moreno M, Contreras EG, Lee-Liu D, Larraín J (2012). Spinal cord regeneration in *Xenopus* tadpoles proceeds through activation of Sox2-positive cells. Neural Development.

[bib26] Gargioli C, Slack JM (2004). Cell lineage tracing during *Xenopus* tail regeneration. Development.

[bib27] Gerber T, Murawala P, Knapp D, Masselink W, Schuez M, Hermann S, Gac-Santel M, Nowoshilow S, Kageyama J, Khattak S, Currie JD, Camp JG, Tanaka EM, Treutlein B (2018). Single-cell analysis uncovers convergence of cell identities during axolotl limb regeneration. Science.

[bib28] Hardwick LJ, Ali FR, Azzarelli R, Philpott A (2015). Cell cycle regulation of proliferation versus differentiation in the central nervous system. Cell and Tissue Research.

[bib29] Hartley KO, Hardcastle Z, Friday RV, Amaya E, Papalopulu N (2001). Transgenic *Xenopus* embryos reveal that anterior neural development requires continued suppression of BMP signaling after gastrulation. Developmental Biology.

[bib30] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Molecular Cell.

[bib31] Hirsch N, Zimmerman LB, Gray J, Chae J, Curran KL, Fisher M, Ogino H, Grainger RM (2002). *Xenopus tropicalis* transgenic lines and their use in the study of embryonic induction. Developmental Dynamics.

[bib32] Ho DM, Whitman M (2008). TGF-β signaling is required for multiple processes during *Xenopus* tail regeneration. Developmental Biology.

[bib33] Horb M, Wlizla M, Abu-Daya A, McNamara S, Gajdasik D, Igawa T, Suzuki A, Ogino H, Noble A, Centre de Ressource Biologique Xenope team in France (2019). *Xenopus* resources: transgenic, inbred and mutant animals, training opportunities, and Web-Based support. Frontiers in Physiology.

[bib34] Kakebeen AD (2020). GitLab.

[bib35] Kakebeen AD, Wills AE (2019). More than just a bandage: closing the gap between injury and appendage regeneration. Frontiers in Physiology.

[bib36] Kelly LE, Carrel TL, Herman GE, El-Hodiri HM (2006). Pbx1 and Meis1 regulate activity of the *Xenopus laevis* Zic3 promoter through a highly conserved region. Biochemical and Biophysical Research Communications.

[bib37] Khazaei M, Ahuja CS, Rodgers CE, Chan P, Fehlings MG (2019). Generation of definitive neural progenitor cells from human pluripotent stem cells for transplantation into spinal cord injury. Methods in Molecular Biology.

[bib38] Khokha MK, Chung C, Bustamante EL, Gaw LW, Trott KA, Yeh J, Lim N, Lin JC, Taverner N, Amaya E, Papalopulu N, Smith JC, Zorn AM, Harland RM, Grammer TC (2002). Techniques and probes for the study of *Xenopus tropicalis* development. Developmental Dynamics.

[bib39] Kline RA, Kaifer KA, Osman EY, Carella F, Tiberi A, Ross J, Pennetta G, Lorson CL, Murray LM (2017). Comparison of independent screens on differentially vulnerable motor neurons reveals alpha-synuclein as a common modifier in motor neuron diseases. PLOS Genetics.

[bib40] Knopf F, Hammond C, Chekuru A, Kurth T, Hans S, Weber CW, Mahatma G, Fisher S, Brand M, Schulte-Merker S, Weidinger G (2011). Bone regenerates via dedifferentiation of osteoblasts in the zebrafish fin. Developmental Cell.

[bib41] Kowalczyk MS, Tirosh I, Heckl D, Rao TN, Dixit A, Haas BJ, Schneider RK, Wagers AJ, Ebert BL, Regev A (2015). Single-cell RNA-seq reveals changes in cell cycle and differentiation programs upon aging of hematopoietic stem cells. Genome Research.

[bib42] Lai HC, Seal RP, Johnson JE (2016). Making sense out of spinal cord somatosensory development. Development.

[bib43] Langmead B, Wilks C, Antonescu V, Charles R (2019). Scaling read aligners to hundreds of threads on general-purpose processors. Bioinformatics.

[bib44] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nature Methods.

[bib45] Lara-Ramirez R, Pérez-González C, Anselmi C, Patthey C, Shimeld SM (2019). A Notch-regulated proliferative stem cell zone in the developing spinal cord is an ancestral vertebrate trait. Development.

[bib46] Lawrence M, Huber W, Pagès H, Aboyoun P, Carlson M, Gentleman R, Morgan MT, Carey VJ (2013). Software for computing and annotating genomic ranges. PLOS Computational Biology.

[bib47] Lee-Liu D, Moreno M, Almonacid LI, Tapia VS, Muñoz R, von Marées J, Gaete M, Melo F, Larraín J (2014). Genome-wide expression profile of the response to spinal cord injury in *Xenopus laevis* reveals extensive differences between regenerative and non-regenerative stages. Neural Development.

[bib48] Lee-Liu D, Méndez-Olivos EE, Muñoz R, Larraín J (2017). The african clawed frog *Xenopus laevis*: a model organism to study regeneration of the central nervous system. Neuroscience Letters.

[bib49] Levi AD, Okonkwo DO, Park P, Jenkins AL, Kurpad SN, Parr AM, Ganju A, Aarabi B, Kim D, Casha S, Fehlings MG, Harrop JS, Anderson KD, Gage A, Hsieh J, Huhn S, Curt A, Guzman R (2018). Emerging safety of intramedullary transplantation of human neural stem cells in chronic cervical and thoracic spinal cord injury. Neurosurgery.

[bib50] Li Z, Chen P, Su R, Hu C, Li Y, Elkahloun AG, Zuo Z, Gurbuxani S, Arnovitz S, Weng H, Wang Y, Li S, Huang H, Neilly MB, Wang GG, Jiang X, Liu PP, Jin J, Chen J (2016). PBX3 and MEIS1 cooperate in hematopoietic cells to drive acute myeloid leukemias characterized by a core transcriptome of the MLL-Rearranged disease. Cancer Research.

[bib51] Love NR, Chen Y, Bonev B, Gilchrist MJ, Fairclough L, Lea R, Mohun TJ, Paredes R, Zeef LA, Amaya E (2011). Genome-wide analysis of gene expression during *Xenopus tropicalis* tadpole tail regeneration. BMC Developmental Biology.

[bib52] Machon O, Masek J, Machonova O, Krauss S, Kozmik Z (2015). Meis2 is essential for cranial and cardiac neural crest development. BMC Developmental Biology.

[bib53] Maeda R, Mood K, Jones TL, Aruga J, Buchberg AM, Daar IO (2001). Xmeis1, a protooncogene involved in specifying neural crest cell fate in *Xenopus* embryos. Oncogene.

[bib54] Maeda R, Ishimura A, Mood K, Park EK, Buchberg AM, Daar IO (2002). Xpbx1b and Xmeis1b play a collaborative role in hindbrain and neural crest gene expression in *Xenopus* embryos. PNAS.

[bib55] McCusker C, Bryant SV, Gardiner DM (2015). The axolotl limb blastema: cellular and molecular mechanisms driving blastema formation and limb regeneration in tetrapods. Regeneration.

[bib56] McHedlishvili L, Epperlein HH, Telzerow A, Tanaka EM (2007). A clonal analysis of neural progenitors during axolotl spinal cord regeneration reveals evidence for both spatially restricted and multipotent progenitors. Development.

[bib57] Mercader N, Tanaka EM, Torres M (2005). Proximodistal identity during vertebrate limb regeneration is regulated by Meis homeodomain proteins. Development.

[bib58] Mitogawa K, Makanae A, Satoh A, Satoh A (2015). Comparative analysis of cartilage marker gene expression patterns during axolotl and *Xenopus* limb regeneration. PLOS ONE.

[bib59] Mochii M, Taniguchi Y, Shikata I (2007). Tail regeneration in the *Xenopus* tadpole. Development, Growth & Differentiation.

[bib60] Mojsin M, Stevanovic M (2010). PBX1 and MEIS1 up-regulate SOX3 gene expression by direct interaction with a consensus binding site within the basal promoter region. Biochemical Journal.

[bib61] Münch J, González-Rajal A, de la Pompa JL (2013). Notch regulates blastema proliferation and prevents differentiation during adult zebrafish fin regeneration. Development.

[bib62] Muñoz R, Edwards-Faret G, Moreno M, Zuñiga N, Cline H, Larraín J (2015). Regeneration of *Xenopus laevis* spinal cord requires Sox2/3 expressing cells. Developmental Biology.

[bib63] Nakayama T, Fish MB, Fisher M, Oomen-Hajagos J, Thomsen GH, Grainger RM (2013). Simple and efficient CRISPR/Cas9-mediated targeted mutagenesis in *Xenopus tropicalis*. Genesis.

[bib64] Nieuwkoop PD, Faber J (1994). Normal table of Xenopus laevis daudin.

[bib65] O'Hara CM, Egar MW, Chernoff EAG (1992). Reorganization of the ependyma during axolotl spinal cord regeneration: changes in intermediate filament and fibronectin expression. Developmental Dynamics.

[bib66] Osumi N, Shinohara H, Numayama-Tsuruta K, Maekawa M (2008). Concise review: pax6 transcription factor contributes to both embryonic and adult neurogenesis as a multifunctional regulator. Stem Cells.

[bib67] Pelzer D, Phipps LS, Thuret R, Baker SM, Dorey K (2020). Foxm1 regulates neuronal progenitor fate during spinal cord regeneration. bioRxiv.

[bib68] Rataj-Baniowska M, Niewiadomska-Cimicka A, Paschaki M, Szyszka-Niagolov M, Carramolino L, Torres M, Dolle P, Kr zel W (2015). Retinoic acid receptor Controls Development of Striatonigral Projection Neurons through FGF-Dependent and Meis1-Dependent Mechanisms. Journal of Neuroscience.

[bib69] Raudvere U, Kolberg L, Kuzmin I, Arak T, Adler P, Peterson H, Vilo J (2019). G:profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Research.

[bib70] Reimer MM, Kuscha V, Wyatt C, Sörensen I, Frank RE, Knüwer M, Becker T, Becker CG (2009). Sonic hedgehog is a polarized signal for motor neuron regeneration in adult zebrafish. Journal of Neuroscience.

[bib71] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib72] Salzberg A, Elias S, Nachaliel N, Bonstein L, Henig C, Frank D (1999). A meis family protein caudalizes neural cell fates in *Xenopus*. Mechanisms of Development.

[bib73] Shin JC, Kim KN, Yoo J, Kim I-S, Yun S, Lee H, Jung K, Hwang K, Kim M, Lee I-S, Shin JE, Park KI (2015). Clinical trial of human fetal Brain-Derived neural stem/Progenitor cell transplantation in patients with traumatic cervical spinal cord injury. Neural Plasticity.

[bib74] Sive HL, Grainger RM, Harland RM (2010). Defolliculation of *Xenopus* oocytes. Cold Spring Harbor Protocols.

[bib75] Slack JM, Lin G, Chen Y (2008). The *Xenopus* tadpole: a new model for regeneration research. Cellular and Molecular Life Sciences : CMLS.

[bib76] Sousa S, Afonso N, Bensimon-Brito A, Fonseca M, Simões M, Leon J, Roehl H, Cancela ML, Jacinto A (2011). Differentiated skeletal cells contribute to blastema formation during zebrafish fin regeneration. Development.

[bib77] Stedman A, Lecaudey V, Havis E, Anselme I, Wassef M, Gilardi-Hebenstreit P, Schneider-Maunoury S (2009). A functional interaction between irx and meis patterns the anterior hindbrain and activates krox20 expression in rhombomere 3. Developmental Biology.

[bib78] Stefanelli A (1951). I fenomeni rigenerativi e degenerativi del midollo spinale caudale degli anfibi e dei rettili. Bolletino Di Zoologia.

[bib79] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019). Comprehensive integration of Single-Cell data. Cell.

[bib80] Supek F, Bošnjak M, Škunca N, Šmuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLOS ONE.

[bib81] Suzuki M, Yakushiji N, Nakada Y, Satoh A, Ide H, Tamura K (2006). Limb regeneration in *Xenopus laevis* froglet. TheScientificWorldJournal.

[bib82] Taniguchi Y, Watanabe K, Mochii M (2014). Notochord-derived hedgehog is essential for tail regeneration in *Xenopus* tadpole. BMC Developmental Biology.

[bib83] Tokuyama MA, Xu C, Fisher RE, Wilson-Rawls J, Kusumi K, Newbern JM (2018). Developmental and adult-specific processes contribute to de novo neuromuscular regeneration in the lizard tail. Developmental Biology.

[bib84] Tseng AS, Levin M (2008). Tail regeneration in *Xenopus laevis* as a model for understanding tissue repair. Journal of Dental Research.

[bib85] Tsujioka H, Kunieda T, Katou Y, Shirahige K, Kubo T (2015). Unique gene expression profile of the proliferating *Xenopus* tadpole tail blastema cells deciphered by RNA-sequencing analysis. PLOS ONE.

[bib86] Walther C, Gruss P (1991). Pax-6, a murine paired box gene, is expressed in the developing CNS. Development.

[bib87] Wang Y, Dong Y, Song H, Liu Y, Liu M, Yuan Y, Ding F, Gu X, Wang Y (2012). Involvement of gecko SNAP25b in spinal cord regeneration by promoting outgrowth and elongation of neurites. The International Journal of Biochemistry & Cell Biology.

[bib88] Yamada T, Urano-Tashiro Y, Tanaka S, Akiyama H, Tashiro F (2013). Involvement of crosstalk between Oct4 and Meis1a in neural cell fate decision. PLOS ONE.

[bib89] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

How the deposited data were processed for this re-analysis (not part of the article)

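ATAC-Seq counts of pax6 (GFP+ sorted) and all-tissue cells from regenerating tails of Xenopus tropicalis tadpoles, amputated at stage 41, were analysed for uninjured tails and 4 timepoints after amputation (0, 6, 24 and 72 hpa). The authors trimmed reads with Trim Galore, aligned them with Bowtie2 to version 9.0 of the genome, removed duplicates, called peaks with MACS2 (shift -100, extension size 200) on the merged alignments and counted fragments of at most 2000 bp with featureCounts. The files used were the raw counts of 124349 peaks in 31 libraries, the summits of the merged peaks with their scores (-log10 q-values that the authors' MACS2 run computed from the merged alignments, per the paper's methods), and the authors' edgeR tables of log2 fold changes and p-values, which cover 124262 peaks and name the nearest gene and its distance for 117398 of them. Counts were whole numbers without normalization.

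The 29 libraries with a plotted peak number were used as 27 samples after second libraries of 2 samples were summed with the first. The other 2 libraries held 11 and 143 counts. Total counts per sample ranged from 3069659 to 12130125 in pax6 samples (median 5962615) and from 4401013 to 12902654 in all-tissue samples (median 7191493.5). Intervals of shares are exact binomial intervals at a confidence level of 95% and cover counting error only. The paper's text names edgeR for its comparisons and a filter of 1 CPM, and does not name a p threshold or the libraries used. The authors' tables were rebuilt from the counts with 23 libraries, edgeR's likelihood ratio test and an unadjusted p under 0.01, with all of their 8855 calls between the tissues shared. These settings were found after the data were examined. So were the promoter background of the marker lists and 6 further contrasts of the pbx3 promoter peak. Tests and TSS distances named below as chosen after seeing the values or a result were added then as well. The samples, the other tests, the marker lists and the other alternatives were set before the data were examined.

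Differences were tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, robust dispersion and quasi-likelihood F test), with peaks of at least 1 CPM in at least 2 samples and a Benjamini-Hochberg adjusted p under 0.05. One model with 2 groups compared the tissues over all timepoints, one with 10 groups compared them within each timepoint and tested whether changes over time differ between tissues, and one with 5 groups compared timepoints within the pax6 samples. DESeq2 1.42.0, edgeR's likelihood ratio test, other normalizations, filters, thresholds and sets of libraries were tried as alternatives, and each sample was left out in turn. MDS used plotMDS of limma 3.58.1 on log2 CPM (prior count 2) with the top 500 peaks. Marker lists for neural progenitor, neuron, skeletal muscle, epidermis, notochord, blood and vessel, and cell cycle genes were tested with camera (preset correlation 0.01) and fry on peaks within 500 bp of a TSS, against all peaks and, chosen after seeing the values, against the other such peaks. Single windows, shares and correlations were tested in Python 3.11.15 with scipy 1.17.1, by exact permutation tests or by permutation tests with 100000 resamples, two-sided unless stated. Genes reached by the authors' regions were set beside 10000 random sets of peaks drawn among the annotated peaks. Figures were drawn with matplotlib 3.10.9.

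The named peaks are, by a rule set before the data were examined, those nearest to every gene the paper names for its ATAC-Seq analysis (the peak with the smallest p in the contrast of the claim, or the one nearest the TSS for a promoter), and for the comparison of tissues and 2 pax6 contrasts the 3 peaks per direction with the largest change among those called with complete separation of the samples. The pax6 contrasts gave none by that rule. The procedure was tested on simulated data with 200 changed peaks and on simulated data with no change between timepoints. GO enrichment was not recomputed, because no gene annotation of terms was used here and the supplementary lists are shortened. GC content and motif positions were not analysed, because no genome sequence was used. Single-cell RNA-Seq, in situ hybridization and knockdown data were not analysed here.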

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

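For the first result below, the tests of muscle cells and of reads from the transgene were chosen after the result was seen, as was the comparison of chromosome 1 with other contrasts for the second result. The other tests were chosen before.

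The actc1 promoter window (chromosome 8, 91483554 to 91483953) lies outside the regions the paper discusses and was more accessible in pax6 samples. It held 9.51 CPM in pax6 and 3.53 CPM in all-tissue libraries of the paper's 23, and 8.80 ± 2.16 CPM (SD, n = 13) and 3.50 ± 0.902 CPM (n = 14) in the 27 samples, a log2 fold change of 1.32 (standard error 0.125, adjusted p = 1.75e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), the highest of the 9148 windows within 500 bp of a TSS. The gene lies outside the rule for named genes and was chosen after its values were seen. Over the 5 timepoints the log2 fold change was between 0.97 and 1.61. Muscle cells among the sorted cells would raise the promoter windows of other muscle genes too, and the other 6 windows within 1000 bp of a TSS of the listed muscle genes had a median log2 fold change of 0.09 (from -0.01 to 0.23), with mylpf at 17.2 CPM in pax6 and 17.3 CPM in all-tissue samples and myod1 at 18.7 and 17.7 CPM, which argues against muscle cells as the cause. A candidate explanation is reads from the transgene of the line, which carries an actc1 promoter. If it were so, windows of actc1 outside the promoter would change little, and the highest of these had a log2 fold change of 0.29. All libraries carry the line's genotype label, and by the paper's methods all-tissue libraries pool the GFP+ and GFP- cells of the tail, so both kinds of library hold the transgene. The count table names all-tissue libraries WT without explaining the term. Such copies would have to be more open in the sorted cells, which was not tested. A higher accessibility of the gene's own promoter in the sorted cells stays open and was not tested.

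The peaks called between pax6 and all-tissue samples gather on chromosome 1, which the paper does not report. There, 3.01% of peaks were called at an adjusted p under 0.05, against 1.16% on chromosomes 2 to 10, an odds ratio of 2.65. Of the calls with a log2 fold change beyond 0.7 in either direction, 74 lie on chromosome 1 and 41 on chromosomes 2 to 10 together. On the unplaced scaffolds 1.98% of peaks were called (597 calls). If peaks of chromosome 1 were called more often in any contrast, its share would also be highest between pax6 timepoints. At an unadjusted p under 0.01 its share there was at most 0.961 times that of the highest other chromosome. As no peak passed the adjusted threshold in those contrasts, they may hold too few changed peaks to show such an excess, and this is not decided. A sequence difference between the animals or cells of the 2 kinds of library, linked on chromosome 1, would show at every timepoint. The ratio to the highest other chromosome was 1.11 in uninjured tails, 1.16 at 0hpa, 1.159 at 6hpa and 1.263 at 24hpa, and 0.949 at 72hpa, where chromosome 9 was higher. A sequence difference thus cannot be told apart from a difference between the cell types, because no sequence of the animals was used here and the spread of the ratio at 72hpa was not estimated. A dependence on the libraries was examined in the libraries the paper's comparisons left out, 4 pax6 against 2 all-tissue, where 69.2% of the authors' chromosome 1 calls higher in pax6 and 50.2% of those higher in all-tissue libraries had the same direction (mean of both 59.7%), against 58.2% and 34.5% on chromosomes 2 to 10 (mean of both 46.3%). As these few libraries differ in timepoint and depth, this cannot be told apart either. A biological difference between neural progenitors and the tail's other cells stays open and was not tested.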

How the results depend on the processing

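The alternatives with an unadjusted p under 0.01, with the authors' 23 libraries, with the authors' whole procedure and with promoter peaks as the background of the marker lists were chosen after seeing the data, and all others were set before the data were examined. Over the latter, leaving out single samples aside, 649 values kept their direction and their side of the threshold (or stayed within 1.5 times of a count, or within the spread of a share), 131 moved further, 11 lost their threshold and 9 changed direction, all 9 in marker lists that were past no threshold. With 1 sample left out at a time, 605 values stayed, 93 moved and 11 lost their threshold. The window upstream of pax6 and the windows near bloc1s3, gdnf, gmcl1 and lnpep kept their direction and an adjusted p under 0.05 in every alternative run for them (edgeR or DESeq2, with adjusted p up to 1.09e-08 for pax6, 5.91e-12 for bloc1s3, 1.28e-05 for gdnf, 4.76e-08 for gmcl1 and 1.42e-07 for lnpep). No peak called between the tissues changed its direction under any alternative of that comparison. The scaling moved the median log2 fold change of all peaks to 0.01 at most, and using all 31 libraries moved it to -0.01. The cause of the changes below was not tested.

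The threshold changed the counts the most. With an adjusted p under 0.01, over all timepoints 244 peaks were higher in pax6 samples, 305 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 55.6%. It called peaks higher in pax6 samples, 6 in uninjured tails, 3 at 0hpa, 18 at 6hpa, 5 at 24hpa and 20 at 72hpa. Peaks higher in all-tissue samples numbered 2 in uninjured tails, 14 at 6hpa, 3 at 24hpa and 31 at 72hpa. Of the calls, the part higher in all-tissue samples was 37.5% at 24hpa and 60.8% at 72hpa. With an unadjusted p under 0.05, over all timepoints 8655 peaks were higher in pax6 samples, 9463 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 52.2%. Counts of peaks higher in pax6 samples were 4574 in uninjured tails, 3414 at 0hpa, 5569 at 6hpa, 3185 at 24hpa and 6296 at 72hpa. For peaks higher in all-tissue samples the counts were 4479 in uninjured tails, 3690 at 0hpa, 5726 at 6hpa, 5467 at 24hpa and 7822 at 72hpa. Of the calls, the part higher in all-tissue samples was 55.4% at 72hpa. Changes over time differed between tissues in these numbers of peaks, 5712 for 6hpa against 0hpa, 9012 for 24hpa against 6hpa, 6933 for 72hpa against 24hpa and 6990 for 72hpa against uninjured. Between pax6 timepoints there were 1898 for 6hpa over 0hpa, 3506 for 6hpa over 24hpa, 4016 for 24hpa over 6hpa, 3510 for 24hpa over 72hpa, 3328 for 72hpa over 24hpa and 4519 for 72hpa over uninjured. In the intersects there were 537 at 6hpa, 662 at 24hpa and 786 at 72hpa. Called peaks numbered 14 of the nephron tubule morphogenesis list, 34 of the neuron development list, 23 of the neural precursor cell proliferation list and 6 of the network list. With an unadjusted p under 0.01, chosen after seeing the data, over all timepoints 3358 peaks were higher in pax6 samples, 4108 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 55%. For peaks higher in pax6 samples the counts were 1214 in uninjured tails, 754 at 0hpa, 1621 at 6hpa, 690 at 24hpa and 1848 at 72hpa. It called peaks higher in all-tissue samples, 1231 in uninjured tails, 832 at 0hpa, 1783 at 6hpa, 1902 at 24hpa and 3085 at 72hpa. Of the calls, the part higher in all-tissue samples was 62.5% at 72hpa. Changes over time differed between tissues in these numbers of peaks, 1080 for 6hpa against 0hpa, 2242 for 24hpa against 6hpa, 1440 for 72hpa against 24hpa and 1523 for 72hpa against uninjured. Between pax6 timepoints there were 265 for 6hpa over 0hpa, 628 for 6hpa over 24hpa, 1053 for 24hpa over 6hpa, 700 for 24hpa over 72hpa, 634 for 72hpa over 24hpa and 1033 for 72hpa over uninjured. In the intersects there were 40 at 6hpa, 86 at 24hpa and 95 at 72hpa. Called peaks numbered 3 of the nephron tubule morphogenesis list, 9 of the neuron development list, 7 of the neural precursor cell proliferation list and 1 of the network list.

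The test, the scaling and the filter had smaller effects. With edgeR's likelihood ratio test, over all timepoints 1391 peaks were higher in pax6 samples and 1833 peaks were higher in all-tissue samples. It called peaks higher in pax6 samples, 37 in uninjured tails, 13 at 0hpa, 120 at 6hpa, 47 at 24hpa and 358 at 72hpa. Peaks higher in all-tissue samples numbered 23 in uninjured tails, 8 at 0hpa, 141 at 6hpa, 198 at 24hpa and 914 at 72hpa. Peaks whose change over time differed between tissues numbered 2 for 6hpa against 0hpa, 12 for 24hpa against 6hpa, 3 for 72hpa against 24hpa and 7 for 72hpa against uninjured. Pax6 peaks higher at one timepoint numbered 8 for 72hpa over uninjured. With DESeq2, over all timepoints the share higher in all-tissue samples was 55.7%. For peaks higher in pax6 samples the counts were 20 in uninjured tails and 80 at 72hpa. It called peaks higher in all-tissue samples, 18 in uninjured tails, 5 at 0hpa and 215 at 72hpa. Peaks whose change over time differed between tissues numbered 14 for 24hpa against 6hpa and 2 for 72hpa against uninjured. Between pax6 timepoints there were 14 for 24hpa over 6hpa and 8 for 72hpa over uninjured. The cacna1d window kept its direction (-2.06) but was given no adjusted p. With scaling by library size only, over all timepoints the share higher in all-tissue samples was 47.5%. Counts of peaks higher in all-tissue samples were 26 at 24hpa. The share of calls higher in all-tissue samples was 70.6% at 72hpa. With median-of-ratios size factors, over all timepoints the share higher in all-tissue samples was 54.8%. With at least 1 CPM in all samples but one, over all timepoints the share higher in all-tissue samples was 54.4%. With the average of the 5 timepoint contrasts in the 10-group model, over all timepoints the share higher in all-tissue samples was 60.7%. With a replicate block, it called peaks higher in all-tissue samples, 82 at 24hpa and 562 at 72hpa. Changes over time differed between tissues in these numbers of peaks, 2 for 72hpa against uninjured. The replicate numbers do not pair the samples, since residuals of samples that share a number correlated with a mean r of 0.014, and those of samples that do not with -0.007, so the block has no meaning in the design. Using no filter or filterByExpr changed no count by more than 1.5 times.

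The choice of libraries and timepoints also moved the counts. With all 31 libraries, over all timepoints 484 peaks were higher in pax6 samples and the share higher in all-tissue samples was 70%. This gave peaks higher in pax6 samples, 27 at 6hpa. Counts of peaks higher in all-tissue samples were 7 in uninjured tails, 28 at 6hpa, 111 at 24hpa and 622 at 72hpa. Of the calls, the part higher in all-tissue samples was 91% at 24hpa and 82.3% at 72hpa. Changes over time differed between tissues in these numbers of peaks, 1 for 6hpa against 0hpa and 3 for 72hpa against uninjured. The MDS difference was 1.24 and no longer passed its test. With the pax6 libraries labelled in Figure 2B alone, over all timepoints 503 peaks were higher in pax6 samples and 732 peaks were higher in all-tissue samples. Peaks higher in pax6 samples numbered 5 in uninjured tails and 44 at 24hpa. This gave peaks higher in all-tissue samples, 2 in uninjured tails, 7 at 0hpa, 26 at 6hpa and 212 at 24hpa. The share of calls higher in all-tissue samples was 36.1% at 6hpa. Changes over time differed between tissues in these numbers of peaks, 8 for 24hpa against 6hpa. Over time, pax6 peaks numbered 2 for 24hpa over 6hpa. With the libraries of Supplementary file 1b, peaks higher in all-tissue samples numbered 86 at 24hpa. Shares higher in all-tissue samples were 86.9% at 24hpa. Without the second libraries, over all timepoints 413 peaks were higher in pax6 samples and 599 peaks were higher in all-tissue samples. Counts of peaks higher in pax6 samples were 2 in uninjured tails, 27 at 6hpa and 31 at 72hpa. For peaks higher in all-tissue samples the counts were 2 in uninjured tails, 28 at 6hpa, 16 at 24hpa and 41 at 72hpa. Shares higher in all-tissue samples were 56.9% at 72hpa. With the second libraries as samples of their own, peaks higher in pax6 samples numbered 27 at 6hpa. This gave peaks higher in all-tissue samples, 24 at 6hpa and 23 at 24hpa. Without the uninjured libraries, over all timepoints 524 peaks were higher in pax6 samples. Without the 0hpa libraries, over all timepoints 1903 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 68.4%. Without the 6hpa libraries, over all timepoints 218 peaks were higher in pax6 samples and 314 peaks were higher in all-tissue samples. Without the 24hpa libraries, over all timepoints 698 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 43.9%. Without the 72hpa libraries, over all timepoints 268 peaks were higher in pax6 samples, 281 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 51.2%. With the authors' 23 libraries, chosen after seeing the data, over all timepoints 2174 peaks were higher in all-tissue samples and the share higher in all-tissue samples was 69.7%. Counts of peaks higher in pax6 samples were 71 at 24hpa and 244 at 72hpa. For peaks higher in all-tissue samples the counts were 5 at 0hpa, 468 at 24hpa and 914 at 72hpa. The share of calls higher in all-tissue samples was 86.8% at 24hpa and 78.9% at 72hpa. Changes over time differed between tissues in these numbers of peaks, 1 for 6hpa against 0hpa and 9 for 24hpa against 6hpa. Over time, pax6 peaks numbered 2 for 24hpa over 6hpa. The second odc1 window passed the threshold with a log2 fold change of -0.49. Under the authors' whole procedure, chosen after seeing the data, over all timepoints 3604 peaks were higher in pax6 samples and 5251 peaks were higher in all-tissue samples. Pax6 peaks higher at one timepoint numbered 739 for 6hpa over 0hpa, 1322 for 6hpa over 24hpa, 1783 for 24hpa over 6hpa, 1211 for 24hpa over 72hpa, 999 for 72hpa over 24hpa and 800 for 72hpa over uninjured. Intersects held 166 at 6hpa, 192 at 24hpa and 118 at 72hpa. Called peaks numbered 12 of the nephron tubule morphogenesis list, 18 of the neuron development list, 16 of the neural precursor cell proliferation list and 5 of the network list.

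With summits within 1000 bp, the share of peaks near a TSS was 11.01%. With the nearest edge within 500 bp, the share of peaks near a TSS was 9.18%. With the peaks above the median summit score, the share of peaks near a TSS was 10.09%. With peaks within 5000 bp of a TSS for the marker lists, the direction changed, past no threshold before or after (adjusted p in parentheses), for neural progenitor genes between tissues (0.668), neuron genes between tissues (0.736), neuron genes at 24hpa against 6hpa (0.981), skeletal muscle genes at 24hpa against 6hpa (0.499), skeletal muscle genes at 72hpa against 24hpa (0.559) and cell cycle genes at 72hpa against 24hpa (0.559). The threshold was no longer passed (adjusted p in parentheses) by skeletal muscle genes between tissues (0.499). With promoter peaks as the background of the marker lists, chosen after seeing the data, the direction changed, past no threshold before or after (adjusted p in parentheses), for neural progenitor genes between tissues (0.821), neuron genes between tissues (0.525), notochord genes between tissues (0.821), blood and vessel genes between tissues (0.821), neural progenitor genes at 24hpa against 6hpa (0.991) and epidermis genes at 72hpa against 24hpa (0.991). The threshold was no longer passed (adjusted p in parentheses) by cell cycle genes between tissues (0.821). With an estimated correlation in camera, the threshold was no longer passed (adjusted p in parentheses) by skeletal muscle genes between tissues (0.051), epidermis genes between tissues (0.0969), cell cycle genes between tissues (0.336), notochord genes at 24hpa against 6hpa (0.136) and notochord genes at 72hpa against 24hpa (0.139). With fry in place of camera, the threshold was no longer passed (adjusted p in parentheses) by cell cycle genes between tissues (0.0991), notochord genes at 24hpa against 6hpa (0.0631) and notochord genes at 72hpa against 24hpa (0.0814). With peaks within 1000 bp of a TSS for the marker lists, the direction changed, past no threshold before or after (adjusted p in parentheses), for neural progenitor genes at 24hpa against 6hpa (0.987), skeletal muscle genes at 72hpa against 24hpa (0.987) and cell cycle genes at 72hpa against 24hpa (0.987). The GC-content correction, the replicate block together with that correction and the motif scan, including its 200 bp window, were not run, because no genome sequence was used here.

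Leaving out single samples gave the following. Where it left 1 sample in a group, that sample was taken to vary like the other groups. Turning to peaks higher in pax6 samples in uninjured tails (12), the range was 2 to 481. Counts were 4 without all-tissue uninjured replicate 1, 2 without all-tissue uninjured replicate 3, 7 without all-tissue 6hpa replicate 1 or all-tissue 72hpa replicate 2 or pax6 24hpa replicate 2 and 481 without pax6 uninjured replicate 1. It was also 3 without pax6 uninjured replicate 2. As to peaks higher in all-tissue samples in uninjured tails (4), the range was 1 to 517. It was 2 without all-tissue uninjured replicate 1 or all-tissue uninjured replicate 3, 517 without pax6 uninjured replicate 1, 1 without pax6 uninjured replicate 2 and 10 without pax6 72hpa replicate 3. Among peaks higher in pax6 samples at 0hpa (6), the range was 2 to 8. Counts were 3 without pax6 0hpa replicate 2 and 2 without pax6 0hpa replicate 3. As to peaks higher in all-tissue samples at 0hpa (2), the range was 1 to 3. Moved counts were 1 without pax6 0hpa replicate 3. Among peaks higher in pax6 samples at 6hpa (51), the range was 16 to 82. This became 22 without all-tissue 6hpa replicate 1, 16 without all-tissue 6hpa replicate 2, 25 without all-tissue 6hpa replicate 3 and 20 without pax6 6hpa replicate 2. It was also 23 without pax6 6hpa replicate 3 and 82 without pax6 72hpa replicate 3. Turning to peaks higher in all-tissue samples at 6hpa (50), the range was 9 to 84. Moved counts were 25 without all-tissue 6hpa replicate 1, 10 without all-tissue 6hpa replicate 2, 16 without all-tissue 6hpa replicate 3 and 84 without pax6 uninjured replicate 1. It was also 83 without pax6 uninjured replicate 2, 31 without pax6 6hpa replicate 1, 9 without pax6 6hpa replicate 2, 11 without pax6 6hpa replicate 3 and 82 without pax6 72hpa replicate 3. As to peaks higher in pax6 samples at 24hpa (14), the range was 4 to 26. Counts were 4 without all-tissue 24hpa replicate 3, 5 without pax6 24hpa replicate 1 or pax6 24hpa replicate 2, 9 without pax6 24hpa replicate 3 and 26 without pax6 72hpa replicate 3. Among peaks higher in all-tissue samples at 24hpa (41), the range was 4 to 133. Moved counts were 27 without all-tissue uninjured replicate 3, 133 without all-tissue 0hpa replicate 1, 131 without all-tissue 0hpa replicate 3 and 86 without all-tissue 24hpa replicate 1. Further ones were 9 without all-tissue 24hpa replicate 2, 4 without all-tissue 24hpa replicate 3 or pax6 24hpa replicate 1, 21 without all-tissue 72hpa replicate 2, 75 without pax6 uninjured replicate 1 or pax6 uninjured replicate 2, 5 without pax6 24hpa replicate 2, 15 without pax6 24hpa replicate 3 and 92 without pax6 72hpa replicate 3. Turning to peaks higher in pax6 samples at 72hpa (122), the range was 22 to 196. Counts were 196 without all-tissue 0hpa replicate 1, 195 without all-tissue 0hpa replicate 3, 57 without all-tissue 72hpa replicate 1 and 26 without all-tissue 72hpa replicate 2. Further ones were 22 without all-tissue 72hpa replicate 3 and 59 without pax6 72hpa replicate 3. As to peaks higher in all-tissue samples at 72hpa (361), the range was 27 to 659. It was 652 without all-tissue 0hpa replicate 1, 659 without all-tissue 0hpa replicate 3, 76 without all-tissue 72hpa replicate 2 and 27 without all-tissue 72hpa replicate 3. Further ones were 224 without pax6 72hpa replicate 1 and 150 without pax6 72hpa replicate 3. Regarding peaks whose change differed between tissues for 6hpa against 0hpa (0), the range was 0 to 1. The numbers were 1 without all-tissue 0hpa replicate 1 or all-tissue 0hpa replicate 3. Turning to peaks whose change differed between tissues for 24hpa against 6hpa (0), the range was 0 to 6. It was 6 without pax6 uninjured replicate 1 or pax6 uninjured replicate 2. Regarding peaks whose change differed between tissues for 72hpa against 24hpa (0), the range was 0 to 1. Counts were 1 without all-tissue 24hpa replicate 3 or pax6 72hpa replicate 1 or pax6 72hpa replicate 2. Turning to peaks whose change differed between tissues for 72hpa against uninjured (0), the range was 0 to 79. Moved counts were 2 without all-tissue 24hpa replicate 2 or all-tissue 24hpa replicate 3, 79 without pax6 uninjured replicate 1 and 1 without pax6 6hpa replicate 2 or pax6 72hpa replicate 1. Regarding pax6 peaks higher at 72hpa over 24hpa (0), the range was 0 to 1. This became 1 without pax6 72hpa replicate 2. Turning to pax6 peaks higher at 72hpa over uninjured (0), the range was 0 to 551. The numbers were 551 without pax6 uninjured replicate 1. The share higher in all-tissue samples at 6hpa (49.5%) ranged from 31 (without pax6 6hpa replicate 2) to 53.5% (without pax6 uninjured replicate 1). The share higher in all-tissue samples at 24hpa (74.5%) ranged from 44.4 (without pax6 24hpa replicate 1) to 86.9% (without all-tissue 0hpa replicate 1). The share higher in all-tissue samples at 72hpa (74.7%) ranged from 55.1 (without all-tissue 72hpa replicate 3) to 84.3% (without all-tissue 72hpa replicate 1). The MDS difference of 0.37 ranged from 0.29 to 0.41, and its permutation p was above 0.05 without each of 11 samples, up to 0.0826.

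Simulated data were used to ask how many changed peaks the tests can call, and depth was not varied in them. In data simulated from the counts with 200 peaks changed 2-fold, the test recovered 200 between the tissues over all timepoints, 113 between the tissues at 24hpa and 96 between pax6 libraries at 24hpa and 6hpa, with 3.4%, 4.2% and 8.6% false calls. The common biological coefficient of variation was 0.131 in the 2-group model and 0.142 among the pax6 samples.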

Differences from the paper's values

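The alternatives named as set before the data were examined are those of the processing part, and the authors' whole procedure (23 libraries, edgeR's likelihood ratio test, unadjusted p under 0.01), the authors' 23 libraries and the unadjusted p under 0.01 were chosen after seeing the values.

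The paper reports 3604 regions more accessible in pax6 libraries and 5251 more accessible in all-tissue libraries, and the values here are 809 and 1128 at an adjusted p under 0.05. None of the 21 alternatives set before the data were examined brings either number to within 1.5 times of the paper's. An unadjusted p under 0.01 in the 27 samples, chosen after seeing the values, gives 3358 and 4108, and the authors' whole procedure, also chosen after seeing the values, gives the paper's 3604 and 5251 and drops 0 of the paper's called peaks.

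The share of called regions that were more accessible in all-tissue libraries is about 55% in uninjured tails in Fig. 2E, read by eye, and 25.0% here (4 of 16 peaks). A share or number is said here to fall within the paper's where neither is more than 1.5 times the other. The shares in this paragraph rest on only 16 and 8 called peaks, and their difference from the paper's shares was not tested. The share in uninjured tails falls within the paper's under 8 of 42 alternatives set before the data were examined, namely an unadjusted p under 0.05 (49.5%), DESeq2 (47.4%), edgeR's likelihood ratio test (38.3%), all 31 libraries (46.7%), leaving out the second libraries (50.0%), and leaving out all-tissue uninjured replicate 3 (50.0%), pax6 uninjured replicate 1 (51.8%) or pax6 72hpa replicate 3 (38.5%), and not under the other 34. At 0hpa the share is about 44% in Fig. 2E, read by eye, and 25.0% here (2 of 8 peaks). It falls within the paper's under 10 of 42 alternatives, namely an adjusted p under 0.01 (40.0%), an unadjusted p under 0.05 (51.9%), DESeq2 (41.7%), edgeR's likelihood ratio test (38.1%), all 31 libraries (33.3%), the pax6 libraries of Figure 2B (46.7%), a replicate block (37.5%), and leaving out pax6 0hpa replicate 2 (50.0%), pax6 0hpa replicate 3 (33.3%) or pax6 6hpa replicate 2 (33.3%), and not under the other 32. With an unadjusted p under 0.01, chosen after seeing the values, the shares in the 27 samples are 50.3% and 52.5%, the authors' 23 libraries give 27.3% and 55.6%, and the authors' whole procedure, also chosen after seeing the values, gives 54.4% and 43.6% and drops 0 of the paper's called peaks.

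For the contrasts between pax6 timepoints, the paper's numbers are about 750 peaks higher at 6hpa than at 0hpa, about 1400 higher at 6hpa than at 24hpa, about 1800 higher at 24hpa than at 6hpa, about 1200 higher at 24hpa than at 72hpa, about 1000 higher at 72hpa than at 24hpa and about 800 higher at 72hpa than in uninjured tails, in Fig. 3, read by eye, and its intersects are about 170 at 6hpa, about 190 at 24hpa and about 120 at 72hpa in Fig. 3, read by eye. Each of these is 0 here at an adjusted p under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p under 0.05 the numbers in the same order are 1898, 3506, 4016, 3510, 3328 and 4519, with intersects of 537, 662 and 786, DESeq2 calls 14 peaks higher at 24hpa than at 6hpa and 8 higher at 72hpa than in uninjured tails and none in the others, and edgeR's likelihood ratio test calls 8 higher at 72hpa than in uninjured tails and none in the others. Of the 29 alternatives set before the data were examined, 1 brings a number to within 1.5 times of the paper's, leaving out pax6 uninjured replicate 1, with 551 peaks higher at 72hpa than in uninjured tails. With an unadjusted p under 0.01 in the 13 samples, chosen after seeing the values, the numbers are 265, 628, 1053, 700, 634 and 1033 with intersects of 40, 86 and 95. The authors' whole procedure, also chosen after seeing the values, gives 739, 1322, 1783, 1211, 999 and 800 with intersects of 166, 192 and 118, and drops 0 of the peaks called in the authors' deposited tables.

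Beyond these values, the paper states that most called peaks lie within 500 bp of a transcription start site in both kinds of library. Over the 117398 annotated merged peaks the share is 7.79%, though the peaks of Figure 2C may be those of single libraries, which were not used here, so the 2 sets of peaks can be unlike. The highest share under the alternatives set before the data were examined is 11.01%, with summits within 1000 bp. Wider distances chosen after seeing the values give 12.07% (nearest edge within 1000 bp) and 38.23% (nearest edge within 10000 bp). The paper reports no significant difference at the odc promoter, and no odc1 window passed the threshold in the 27 samples, while in the authors' 23 libraries, an alternative chosen after seeing the values, the second odc1 window had a log2 fold change of -0.49 with an adjusted p of 0.0144. In the authors' table both odc1 windows were lower in pax6 libraries (log2 fold changes -0.31 and -0.49). Their unadjusted p-values there, 0.00958 and 0.000237 in edgeR's likelihood ratio test, lie under the 0.01 of the authors' calls. The paper states that around one in 2 of the regions behind its proliferation term do not differ from the uninjured tail, and in the authors' table 12 of the 14 regions called higher at 72hpa than at 24hpa are not called against uninjured tails. The paper describes the pbx3 promoter as differentially accessible, and in the 13 pax6 samples it passed no adjusted p under 0.05 in the 4 contrasts set beforehand. The authors' table calls it for 6hpa against uninjured (log2 fold change 1.08, unadjusted p = 0.00433). That contrast, run in the 13 samples after seeing the values, gives the pbx3 promoter a log2 fold change of 1.27 with an unadjusted p of 0.00325, under the 0.01 of the authors' calls, and an adjusted p of 0.703. The text gives a range of cells per library that 23 of the 30 libraries of Supplementary file 1a keep to (a list in which the 6hpa and 24hpa all-tissue values repeat), with the others between 307 and 5806.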

Other observations

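Of the tests below, those of the promoter share, of the number of cells and of total counts, the test of transgene reads in the pax6 window and the scaling of the simulated intersects, were chosen after the result was seen, and the others before.

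Other splits of the samples were used to ask whether chance groupings give as many calls. Among 60 splits of the 27 samples into groups of 13 and 14, drawn with a fixed seed and counting the real one, 1 gave as many calls as the real split (1937 peaks), and the next highest gave 2, so chance can be excluded for the comparison of tissues over all timepoints. With 3 samples against 3 there are 10 splits, so a share under 0.05 cannot be reached and chance cannot be excluded by this test. At 6hpa, 24hpa and 72hpa, 1 split of 10 was as large in each case, the real one, with 101, 55 and 483 calls, while the others gave at most 0, 0 and 1. For pax6 24hpa against 6hpa and 72hpa against 24hpa, all 10 of 10 splits gave as many calls as the real one, which gave 0 in edgeR's quasi-likelihood test. With an unadjusted p under 0.01 the real splits gave 1681 and 1334 peaks and the others 389 to 676 and 726 to 1075. With an unadjusted p under 0.05 they gave 7522 and 6838, and DESeq2 called 14 and 0 peaks.

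The libraries that the authors' comparisons left out were used to ask whether the authors' calls hold in other libraries. In 4 pax6 and 2 all-tissue libraries left out, 48.7% of the authors' calls between the tissues had the same direction (4310 of 8855), namely 60.8% of those higher in pax6 and 40.4% of those higher in all-tissue libraries. The unweighted mean of the 2 directions was 50.6%, and 49.7% for the peaks not called. For 6hpa against 0hpa that mean was 55.7% (50.2% for the peaks not called), and for 72hpa against uninjured it was 55.6% (51.0%), each from 1 library against 1. Over all peaks, the differences in the left-out libraries and the authors' log2 fold changes between the tissues had a correlation of -0.028. Apart from the windows within 500 bp of a TSS given next, calls that rest on the libraries they were made from cannot be told apart from calls that these libraries are too few and too shallow to show. Among the calls with an adjusted p under 0.05, 16.0% of the windows within 500 bp of a TSS that were lower in pax6 libraries kept that direction (162 of 1013). Of the other windows called lower, 52.4% kept it (821 of 1566). The mean of both directions was 41.3% in the windows within 500 bp and 59.1% in the other windows. Low depth alone would bring a share near the 49.7% of the peaks not called. It does not account for the 16.0%, where most windows changed direction. With 2 all-tissue libraries left out, whether this reversal would hold in further libraries is not known. In the window upstream of pax6 the 4 pax6 libraries held 10.2, 9.07, 8.52 and 5.53 CPM and the 2 all-tissue libraries 6.11 and 3.44 CPM.

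The sharing of 1 timepoint's libraries between the contrasts of an intersect was tested on simulated counts without any change. The highest simulated intersect was 113 at 6hpa, 73 at 24hpa and 116 at 72hpa, against 166, 192 and 118 in the authors' calls, and the means were 104.1, 56.2 and 97.4. As the lists that are joined differ in length between the simulated and the authors' calls, these numbers do not decide. Scaled by the lengths of both lists, the simulated intersects were 142.4 on average at 6hpa (from 124 to 154), 187.6 at 24hpa (from 132 to 238) and 107.3 at 72hpa (from 93 to 129). With 12 simulations and a scaling that is an assumption, the intersects at 24hpa and 72hpa, which lie inside these ranges, cannot be told apart from ones made by shared libraries. At 6hpa the authors' 166 lies above every scaled and unscaled simulation, but as this bound rests on simulated settings it does not exclude sharing, which stays open there too.

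Genes with many peaks are reached more often by any set of peaks, which may account for genes being found near the authors' regions. Random sets of peaks reached as many listed neural genes in a share of 0.990 of draws for the 24hpa regions, 0.921 for the 6hpa regions and 0.688 for the regions more accessible in pax6 libraries, and as many cell cycle genes in 0.794 for the 72hpa regions. Each of these 4 numbers lay below the mean of the random sets, so there was no excess of the listed genes to account for, and these tests leave the explanation open. The genes the paper lists for nephron tubule morphogenesis, neuron development and neural precursor cell proliferation have more peaks than the other genes reached, with a largest permutation p of 0.0286 among the 3 lists (one-sided). For these 3 lists the test went with that explanation. The lists, with 35 neural and 29 cell cycle genes that have an annotated peak, were written before the data were examined, and no GO enrichment was recomputed. A role of neural genes in the sorted cells stays open and was not tested here.

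Peaks within 500 bp of a TSS were lower in pax6 than in all-tissue samples, with 335 called lower and 13 called higher. The median log2 fold change of all 9148 such peaks was -0.1623 and 80.1% of them were below 0. A lower share of counts in promoter peaks overall in the pax6 libraries is the same measurement, so it explains nothing here. Whether the shift comes from the cells or from the preparation of sorted cells was not tested. GC content was not used here. The pax6 library with the fewest cells, pax6 72hpa replicate 3, is among those the authors' comparisons left out, and the share of counts in promoter peaks differed between tissues in the paper's 23 libraries as well (6.82% and 7.52%).

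Reads from the pax6:GFP transgene may add to the window upstream of pax6, as the transgene carries a pax6 promoter. The other 11 windows nearest to pax6 had log2 fold changes up to 0.52, less than the 1.50 of that window. Because the transgene's sequence was not used here, and the window is the only one of the 12 nearest to pax6 with an adjusted p under 0.05, transgene reads cannot be told apart from a higher accessibility of the gene's own upstream region in the sorted cells.

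The sample pax6 72hpa replicate 3 lies apart from the other samples on the first MDS dimension, at 2.58, with the next sample, pax6 uninjured replicate 2, at 0.86. The median correlations of log2 CPM of these 2 samples with the others were 0.814 and 0.811, the lowest. A few peaks taking most of the counts is argued against, since its top 1% of peaks held 15.59% of its counts and those of the other samples 14.33% to 17.94%. It was made from 307 cells by the paper's list, the fewest. The correlation between log10 of the number of cells and the median correlation with other samples was 0.475 over 25 samples and 0.142 without the 2 most extreme samples, so few cells cannot be told apart from other properties of this library. For total counts in place of cells it was 0.578, and 0.531 without the 2 most extreme samples. No biological explanation was tested.

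Repeat libraries of the same sample differed by more than sampling noise, with a dispersion ratio of 2.689 for all-tissue uninjured replicate 1 and 1.639 for all-tissue 72hpa replicate 2, while pairs of different samples of these groups had ratios from 1.415 to 2.219. The marker lists for notochord (2 peaks), tested with the other lists, were lower at 24hpa than at 6hpa and higher at 72hpa than at 24hpa (adjusted p = 0.0196 and 0.0289 with camera), calls that held neither under fry (0.0631 and 0.0814) nor with an estimated correlation (0.136 and 0.139).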
